# Macrophage-Regulatory T Cell Interactions Promote Type 2 Immune Homeostasis Through Resistin-Like Molecule α

**DOI:** 10.3389/fimmu.2021.710406

**Published:** 2021-07-19

**Authors:** Jiang Li, Sang Yong Kim, Nancy M. Lainez, Djurdjica Coss, Meera G. Nair

**Keywords:** splenomegaly, peritonitis, Treg, Th2 cytokine, M2 macrophage

## Abstract

RELMα is a small, secreted protein expressed by type 2 cytokine-activated “M2” macrophages in helminth infection and allergy. At steady state and in response to type 2 cytokines, RELMα is highly expressed by peritoneal macrophages, however, its function in the serosal cavity is unclear. In this study, we generated RELMα TdTomato (Td) reporter/knockout (Rα^Td^) mice and investigated RELMα function in IL-4 complex (IL-4c)-induced peritoneal inflammation. We first validated the RELMα^Td/Td^ transgenic mice and showed that IL-4c injection led to the significant expansion of large peritoneal macrophages that expressed Td but not RELMα protein, while RELMα^+/+^ mice expressed RELMα and not Td. Functionally, RELMα^Td/Td^ mice had increased IL-4 induced peritoneal macrophage responses and splenomegaly compared to RELMα^+/+^ mice. Gene expression analysis indicated that RELMα^Td/Td^ peritoneal macrophages were more proliferative and activated than RELMα^+/+^ macrophages, with increased genes associated with T cell responses, growth factor and cytokine signaling, but decreased genes associated with differentiation and maintenance of myeloid cells. We tested the hypothesis that Rα^Td/Td^ macrophages drive aberrant T cell activation using peritoneal macrophage and T cell co-culture. There were no differences in CD4^+^ T cell effector responses when co-cultured with RELMα^+/+^ or RELMα^Td/Td^ macrophages, however, RELMα^Td/Td^ macrophages were impaired in their ability to sustain proliferation of FoxP3^+^ regulatory T cells (Treg). Supportive of the *in vitro* results, immunofluorescent staining of the spleens revealed significantly decreased FoxP3^+^ cells in the RELMα^Td/Td^ spleens compared to RELMα^+/+^ spleens. Taken together, these studies identify a new RELMα regulatory pathway whereby RELMα-expressing macrophages directly sustain Treg proliferation to limit type 2 inflammatory responses.

## Introduction

Macrophages are a dominant resident population within the peritoneal cavity with critical immune surveillance and homeostatic functions (1). As sentinels, they are rapid responders to microbial invasion resulting from injury of the serous organs, such as the spleen, liver and intestinal tract, and can be mobilized to traffic to the injured organ and mediate tissue repair (2). Peritoneal macrophages also perform homeostatic functions to support innate B1 cells (3), clear debris and apoptotic cells (4, 5), and dampen inflammation (6–8). On the other hand, dysregulated peritoneal macrophage responses are associated with diseases including peritonitis, bacterial dissemination, and cancer metastases (9–12). Identification of peritoneal macrophage-derived factors and activation markers that cause beneficial or pathologic outcomes would provide insight into their biology and identify targets for treatment of serous cavity-associated disease.

Peritoneal macrophages, especially the monocyte-derived small peritoneal macrophages, express Resistin-like molecule α (RELMα) under homeostatic conditions (13). In type 2 cytokine-polarized environments such as helminth infection or *in vivo* IL-4 complex injection, RELMα expression is dramatically elevated reaching 100% expression by small and large peritoneal macrophages (14). RELMα, also known as FIZZ1 and HIMF, was originally identified as a highly secreted protein in the lung during allergic airway inflammation (15), however, it is now well-recognized that RELMα is pleiotropically expressed throughout the body, and a signature gene expressed by M2-polarized macrophages in response to multiple helminth infections (16, 17). RELMα expression is also triggered by other signals in addition to type 2 cytokines, for example by phagocytosis of apoptotic cells through scavenger receptors (18), or in response to hypoxia (19). Studies in pulmonary inflammation, hypertension and fibrosis, point to an inflammatory function for RELMα by promoting immune cell recruitment, fibroblast activation and proliferation associated with pathogenic fibrosis (20, 21). On the other hand, in response to tissue migratory helminth parasites, RELMα critically prevents fatal lung tissue damage, granulomatous inflammation, and promotes tissue repair (22–28). Downstream regulatory mechanisms for RELMα include limiting CD4^+^ T cell polarization, promoting anti-inflammatory responses, and mediating collagen cross-linking associated with tissue healing (26, 29, 30). RELMα also exhibits antibacterial properties by disrupting bacterial membranes for certain bacterial species (31).

Despite high expression levels of RELMα by peritoneal macrophages, whether RELMα affects the role of these cells in immune surveillance or homeostasis is unknown. In this study, we generated transgenic mice where RELMα is deleted and replaced with the TdTomato reporter protein (Rα^Td^) and investigated the consequence of RELMα deletion in a polarized type 2 cytokine environment caused by injection of IL-4 complexes. We first validated the Rα transgenic mice and demonstrated successful deletion of RELMα and expression of TdTomato protein, which had an equivalent expression pattern to RELMα. Next, we compared PBS and IL-4c injected Rα^+/+^ and Rα^Td/Td^ mice, where we identify a critical role for RELMα in limiting IL-4-induced peritoneal macrophage expansion, M1 macrophage activation, and splenomegaly. Gene expression analysis of sorted macrophages from Rα^+/+^ and Rα^Td/Td^ mice revealed that RELMα deficiency leads the induction of genes promoting T cell response, growth factor and cytokine signaling, but decreased genes associated with differentiation and maintenance of myeloid cells. Combining macrophage-T cell co-cultures, and investigation of *ex vivo* T cell responses, we further identify a role for macrophage-derived RELMα in promoting regulatory T cell proliferation and the production of IL-10 and GM-CSF. Together, results from these studies validate the utility of Rα^Td/Td^ mice to track RELMα expression and identify a dual role for RELMα in limiting type 2 cytokine immunopathology by cell-intrinsic effects on macrophages and regulatory T cells.

## Materials and Methods

### Mice

*Retnla^Td^* transgenic mice were generated by genOway (Lyon, France) by homologous recombination in C57BL/6 embryonic stem cells. *Retnla* Exon 2-4 was targeted using cre recombinase and Flp-mediated excision and replacement with the Td reporter gene, with a WPRE site (32) to enhance reporter expression and stability. The mice were crossed with the genOway proprietary cre-deleter mouse (pCMV driven cre) to generate constitutive Retnla^Td^ mice. Retnla^Td/+^ heterozygote mice were crossed with C57BL/6 mice to generate littermate homozygote (Td/Td) and WT (+/+) mice after three generations, then bred in-house. Arginase^YFP^ (Yarg) mice were available from Jackson labs. Mice were age matched (6 to 14 weeks old), sex-matched for experiments, and housed under an ambient temperature with a 12 hours light/12 hours dark cycle.

### IL-4 Complex (IL-4c) Injection

Mice were injected intraperitoneally (i.p.) with 2.5μg of recombinant mouse IL-4 (Peprotech, Rock Hill, NJ) complexed to 12μg 11B11 (Bio X Cell) in 100μl PBS or 100μl PBS (vehicle control) on days 0 and 2 and peritoneal cells and spleen were recovered at day 4, according to published studies (17).

### RNA Isolation and qPCR

Cells were washed twice with ice-cold PBS and lysed with RLT buffer. RNA was extracted by using the Aurum total RNA mini kit (Bio-Rad, San Diego, CA). cDNA was generated by iScript reverse transcriptase (Bio-Rad, San Diego, CA). RT-qPCR was performed with the Bio-Rad CFX Connect system using Bio-Rad CFX Manager 3.1 software. RELMα primers were purchased from Qiagen, Td Tomato primer sequence were (F: 5’-CCA CCT GTT CCT GGG GCA-3’, R: 5’-ACT CTT TGA TGA CGG CCA TGT-3’), and 18s primer sequences were (F: 5’-ACG GAA GGG CAC CAC CAG GA-3’, R: 5’-CAC CAC CAC CCA CGG AAT CG-3’)

### Immunofluorescence

Spleens were recovered and immediately immersed in 4% PFA. After 24 hours, tissue was removed from 4% PFA and incubated for 24 hours in 30% sucrose. For immunofluorescent staining, sections were incubated with rabbit anti-RELMα [2.5ug/ml; (Peprotech, Rock Hill, NJ)] or rabbit anti-TdTomato (Rockland Immunochemicals, Limerick, PA, USA), PE-anti CD3 (BioLegend, San Diego, CA) and FITC Rat anti-Foxp3 (eBioscience, Santa Clara, CA) overnight at 4°C. Sections were incubated with Cy5 anti-Rabbit fluorochrome-conjugated antibodies for 2 hours at room temperature (Abcam, Cambridge, Ma), then counterstained with DAPI (BioLegend, San Diego, CA). FoxP3^+^ cells were quantified by the ImageJ software.

### Flow Cytometry and t-SNE Analysis

Peritoneal cavity cells (PECs) were recovered in a total of 5 mL of ice-cold PBS. Splenic macrophage isolation were performed according to previous studies (33).Visceral fat was dissected and single cell dissociation and staining performed as previously described (34). For flow cytometry, cells were blocked with 0.6 µg Rat IgG and 0.6 µg α-CD16/32 (2.4G2) 5 min, stained for 25 min with antibodies to CD11b (M1/70), MHCII (M5/114.15.2), CD11c (N418), CD4(RM4-5), Ly6C(HK 1.4), Ly6G(1A8), CD19(1D3) and CD8(53-6.7) (all from BioLegend, San Diego, CA); SiglecF (E50-2440) (BD Bioscience, San Jose, CA); F4/80 (BM8) (eBioscience, Santa Clara, CA). Cells were analyzed on a Novocyte (ACEA Biosciences, San Diego, CA) or LSRII instrument (BD Bioscience, San Jose, CA) followed by data analysis using FlowJo v10 (Tree Star Inc.; Ashland, OR).** **t-SNE analyses were performed with FlowJo v10, involving concatenation of samples (5000 cells per biological replicate) from all groups before running the t-SNE analyses to generate plots consistent between groups. This was followed by analysis of separated groups for expression of the desired markers. The parameters used to run the t-SNE analyses are in **Supplementary Table 1**. Arg, Rα or TdTomato were excluded as parameters given that their expression was being analyzed, and they were negative in the some of the transgenic mouse groups.

### Cytokine Quantification

For sandwich ELISA, capture and biotinylated detection antibodies were used according to previously described protocols (25). IL-23, IL-1α, IFN-γ, TNF-α, MCP-1, IL-12p70, IL-1β, IL-10, IL-6, IL-27, IL-17A, IFN-β and GM-CSF were detected by the Mouse Inflammation Panel (13-plex) (BioLegend, San Diego, CA) and analyzed on the LSRII instrument (BD Bioscience) and LEGENDplex™ software.

### Splenocyte Stimulation

Spleens were harvested from PBS or IL4c treated mice at day 4. Single cell suspensions were generated from whole spleen, and red blood cells lysed with ACK lysis buffer. Cells were stimulated in 48 well plates at 5x10^6^ cells/well with 1μg/ml of α-CD3 and α-CD28 (eBioscience) as described previously (29). Supernatants were recovered at day 3 for cytokine measurement.

### Macrophage and Splenocyte Co-Cultures

Peritoneal cells from naïve Rα^+/+^ or Rα^Td/Td^ mice were recovered and treated *in vitro* with IL-4 (20ng/ml) or equivalent control PBS in complete DMEM media (Invitrogen, Gaithersburg, MD). After 24hrs, supernatants were recovered for RELMα ELISA, cells were washed with PBS to remove non-adherent cells, followed by recovery of adherent macrophages with TrypLE™ Express (Invitrogen, Gaithersburg, MD) and plated in a 96-well flat bottom plate at 2x10^4^ cells/well. In vivo-derived M2 macrophages were generated by one i.p. injection of IL-4c, recovery of the peritoneal cells, and F4/80 bead purification using MS columns with >90% purity (Miltenyi Biotec, Inc). Splenocytes were recovered from naïve Rα^+/+^ mice, and single cell suspensions prepared as above. Splenocytes were CFSE-labelled (5μM, 15 minutes) as previously described (29) (Invitrogen, Gaithersburg, MD), then added to the macrophages (Mac : Splenocyte 1:10) with 0.5μg/ml α-CD3 (5 replicate wells per condition). After 3 and 6 days, non-adherent splenocytes were recovered for flow cytometry analysis on the LSRII (BD Bioscience), and supernatants were recovered for cytokine measurement.

### Nanostring Gene Expression Analysis

Peritoneal macrophages (CD11b^+^F4/80^+^) were sorted with the MoFlo Astrios cell sorter (Beckman Coulter). 5000 macrophages from PBS mice or IL-4c-injected mice were lysed with 1/3 RLT buffer diluted with ddH_2_0 (Qiagen). Lysed cells were processed and quantified by the Myeloid Innate Immunity v2 panel according to manufacturer’s instructions (Nanostring). 

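Each lane of the panel also holds 6 positive control probes, which bind synthetic targets added in known amounts, and 8 negative control probes, which have no target in the lysate. Over the 11 mice analysed, no negative control reached more than 13 counts. The geometric mean of the positive controls lay between 853 and 1021 counts in the lanes of PBS-treated mice and between 301 and 623 counts in those of IL-4c-treated mice. In the latter it was 301 to 441 in Rα+/+ and 507 to 623 in Rα Td/Td mice.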

Gene expression analysis was conducted using the Advanced Analysis Nanostring software. 

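In the table the authors deposited, between 355 and 391 genes per mouse were above a floor of 30 normalized counts. Of its 754 genes, 303 were above the floor in all 11 mice, 283 had a mean above 100, and 309 were at the floor in all of them. The positive and negative controls are listed as whole counts without this normalization.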

Raw counts were normalized to internal controls (4 housekeeping genes, *Eef1g, Gusb, Oaz1* and *Rpl19*), then normalized transcripts with n>30 counts were included for analysis (a total of 309 out of 734 genes). The Nanostring Advanced Analysis algorithm generated biological pathway scores by extracting pathway-level information from a group of genes using the first principal component (PC) of their expression data (35). Pathway scores of Rα^+/+^ or Rα^Td/Td^ naive and IL-4c-injected mice were analyzed by an unpaired t-test and chosen pathways (p value ≤ 0.05) are represented as the difference in pathway score between the Rα^+/+^ or Rα^Td/Td^ groups (n=4/group). Differentially expressed (DE) genes (p ≤ 0.05) in each pathway were graphed as heatmaps (36).

### Statistical Analysis

Data are presented as mean ± SEM and statistical analysis was performed by Graphpad Prism 9 software. Data was assessed by one-way ANOVA followed by post-hoc Tukey’s test for multiple comparison, or by unpaired t-test for 2-group comparisons. For data collected over several time points, two-way ANOVA with post-Sidak multiple test was performed. *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001. Experiments were repeated 2-4 times with n=2-8 per group for *in vivo* experiments, or 3-5 replicate wells for *in vitro* studies, apart from Nanostring gene expression analysis, which was performed once (n=2 for naïve and n=4 for IL-4c injected per group).

### Mouse and Data Availability

RELMα transgenic mice are available at MMRC repository (067014-UCD, https://mmrrc.ucdavis.edu).

## Results

### Generation and Validation of RELMα Transgenic Mice

RELMα is a pleiotropic protein expressed by both immune and non-immune cells, and is detectable in the serum of naïve mice (16). In the serosal cavities, resident macrophages express RELMα in homeostatic conditions, however, RELMα expression is dramatically elevated in a type 2 cytokine environment such as helminth infection or IL-4c injection (17). We sought to address RELMα function in the peritoneal cavity by generating transgenic mice in which cre and flp recombinase mediates RELMα (exons 2-4) deletion and replacement with the TdTomato reporter protein (**Figure 1A**). To validate the targeting strategy and enable tracking of RELMα-expressing cells, these founder mice were crossed to a universal cre deleter mouse line so that RELMα expression can be tracked by Td reporter protein in heterozygote mice (Rα^Td/+^), while homozygote mice (Rα^Td/Td^) are used to investigate RELMα function. Quantification of RELMα protein in the serum and peritoneal cavity fluid indicated high levels of circulating RELMα under homeostatic conditions in Rα^+/+^ mice, detectable but significantly reduced RELMα in heterozygote (Rα^Td/+^) mice, and no RELMα in homozygote mice (Rα^Td/Td^) (**Figure 1B**). RELMα and Td mRNA levels were also quantified in adherent peritoneal cells from naïve mice treated *in vitro* with IL-4 (**Figure 1C**). Both Rα^+/+^ and Rα^Td/+^ macrophages had equivalent IL-4 induced RELMα expression. In IL-4 treated Rα^Td/Td^ and Rα^Td/+^ macrophages, Td expression was increased. Although the Td expression pattern was similar to RELMα in the heterozygote mice, the fold induction of Td was much lower than that of RELMα. This suggests differences in PCR efficiency, mRNA stability, or that deletion of RELMα has feedback consequences on the RELMα promoter and gene expression. We investigated if these potential differences in RNA levels were also observed at the protein level by flow cytometry. Intracellular RELMα and Td protein was evaluated by flow cytometry of peritoneal cells recovered from PBS or IL-4 complex (IL4c) injected mice (**Figure 1D** and **Figure S1A**). As expected, the main cellular sources of RELMα protein following IL4c injection were the small and large peritoneal macrophages (SPM and LPM) with >95% expression of RELMα in Rα^+/+^ and Rα^Td/+^. In the Rα^Td/+^ heterozygote mice, Td protein was induced by IL-4 with 50% expression in LPM and 85% expression in SPM. We also observed IL-4c induced expression of RELMα and Td by eosinophils and CD5^+^ B1 cells (**Figure 1D** and **Figure S1B**). Finally, we examined RELMα and Td expression in other organs such as the visceral fat and the spleen (**Figure S2A**), where we observed some IL-4 induced RELMα or Td expression by macrophages, but this was much lower in magnitude compared to the peritoneal cells.

**Figure 1:**
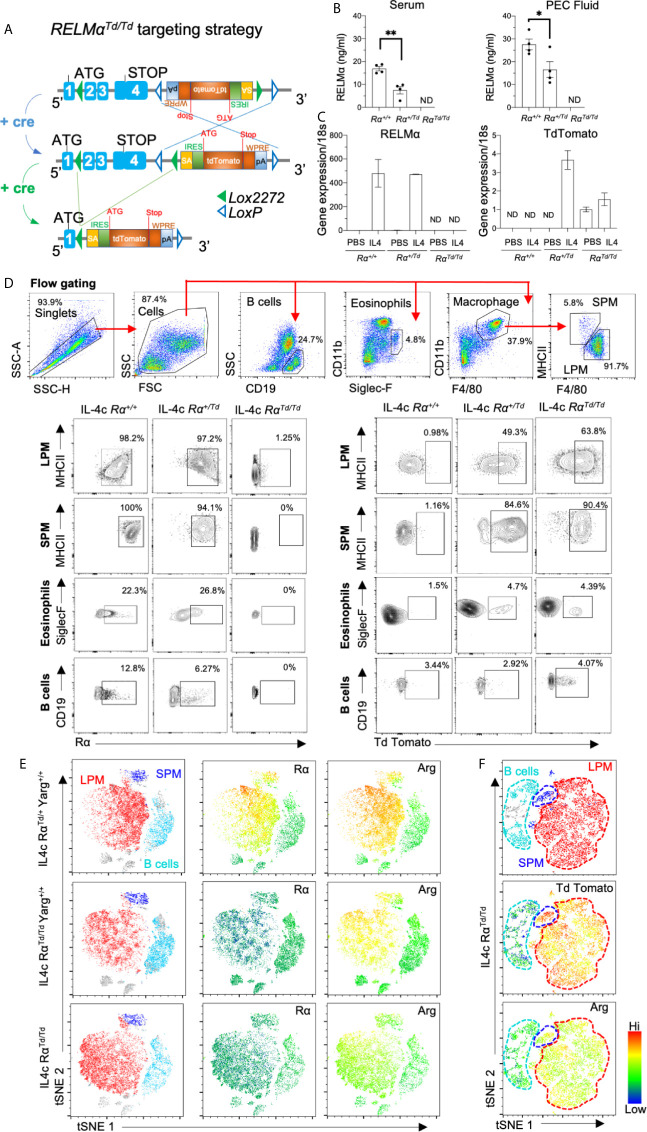
Validation of RELMα reporter transgenic mice. RELMα (Rα) or TdTomato (Td) reporter homozygote and heterozygote mice were intraperitoneally injected with PBS or IL-4c (2.5μg IL4/mouse) at day 0 and 2, then sacrificed at day 4. **(A)** Targeting strategy for RELMα deletion and replacement with Td reporter gene. **(B)** RELMα ELISA of serum and peritoneal fluid of 6–8 weeks mice. **(C)** RELMα and Td qRT-PCR of peritoneal cells treated *in vitro* for 24h with IL-4 (20ng/ml), presented as relative expression to PBS and normalized to 18s transcript. Rα expression was normalized to the PBS Rα^+/+^group (set at “1”) **(D)** Flow cytometry gating and analysis of large and small peritoneal cells (LPM and SPM), eosinophils and B cells from IL4c-injected mice for Td and RELMα protein. **(E, F)** t-SNE -guided analysis of peritoneal cavity cells subsets gated according to 1D (LPM, red; SPM, blue; B1 cell, cyan) for expression of Rα, Arg^YFP^ and Td employing Rα^Td^ and Yarg reporter mice. Results shown are combined from 2-3 independent experiments (n=4-12), apart from **(C, E)** which is one experiment, n=3 replicates. ND, not detected. *, p ≤ 0.05; **, p ≤ 0.01.

To evaluate heterogeneity in serosal macrophage populations, we generated t-SNE plots on flow cytometry data from IL-4c-treated Arginase-YFP/Rα dual reporter mice (**Figure 1E**). The main subsets observed were LPM (red), SPM (blue) and B1 cells (cyan). When comparing heterozygote Rα^Td/+^Yarg^+/+^ and Rα^Td/Td^Yarg^+/+^, RELMα was expressed in SPM and LPM of heterozygote Rα^Td/+^ but not in homozygote Rα^Td/Td^ mice. Rα^Td/Td^ mice showed instead Td protein expression with similar expression pattern to RELMα. While SPM were a homogenous population with high level RELMα (or Td) expression, LPM exhibited more heterogeneity with mid and high level RELMα-expressing subsets (green vs yellow/red) (**Figure 1F**). In contrast, Arginase was more homogeneously expressed in both SPM and LPM (yellow/red). Together, these data validate effective RELMα deletion and replacement with TdTomato and indicate potential heterogeneity of RELMα compared to Arginase expression in the LPM. We also demonstrate that Rα^Td/+^ heterozygote mice have robust Td and RELMα protein expression, supporting the utility of this transgenic mouse model to track RELMα expression.

### RELMα^Td/Td^ Mice Suffer From Increased IL-4c Induced Pathology

Serosal macrophages that reside in the peritoneal cavity have important surveillance roles as sentinels for pathogen infections, but also regulate inflammation and can migrate to visceral organs to mediate repair (37). Peritoneal macrophages are main cellular sources with up to 100% RELMα expression following IL-4c injection, however, the function of RELMα in the peritoneal cavity has not been investigated. Wild-type (Rα^+/+^) or RELMα-deficient (Rα^Td/Td^) mice were injected with PBS or IL-4c. IL-4c injection led to significantly increased RELMα protein in the serum and RELMα mRNA in the peritoneal cells of Rα^+/+^ mice, while Td mRNA was significantly elevated in peritoneal cells of Rα^Td/Td^ mice (**Figure 2A**). As previously reported (14), IL-4c caused increased peritoneal cell numbers in Rα^+/+^ mice, but peritoneal inflammation was exacerbated in Rα^Td/Td^ mice (**Figure 2B**). Flow cytometric analysis revealed that LPM were the main cell-type affected by RELMα deficiency (**Figure 2C**). In the Rα^+/+^ mice, peritoneal B cell numbers were significantly decreased by IL4c treatment (**Figure 2C**), and further subsetting into CD5^+^ B1 cells and CD23^+^ B2 cells revealed that the decrease was significant in B2 cells (**Figure S2B**). In contrast, neither B1 nor B2 cells were reduced by IL-4c in Rα ^τd/Td^ mice, and B1 cells were significantly higher in IL-4c treated Rα^Td/Td^ mice compared to IL-4c treated Rα^+/+^ mice (**Figure S2B**), suggesting that RELMα is downstream of IL-4c mediated reduction in B cells. Other peritoneal cell subsets were not affected by IL-4c treatment nor RELMα deficiency. IL-4c induces significant LPM proliferation, therefore we evaluated Ki67 expression as a marker for proliferation. There was a significant increase in Ki67 positive LPM and SPM in IL-4c injected Rα^Td/Td^ mice but no changes in B cells (**Figure 2D**). RELMα-deficient mice also exhibited IL-4 induced splenomegaly, which was more severe than observed in wild-type mice (**Figures 2E, F**). This suggested an exacerbated response in RELMα deficiency, similar to the macrophage activation syndrome caused by sustained IL-4 exposure (38). Proinflammatory cytokine measurement in the serum revealed that Rα^Td/Td^ mice had increased circulating cytokines compared to Rα^+/+^ mice, with significant increases in IL1α under homeostatic conditions, and increased TNFα, IFNγ and IL-6 following IL-4 treatment, but no changes in circulating type 2 cytokine IL-5 (**Figure 2G**). We also performed the same cytokine bead array analysis on peritoneal lavage fluid but did not observe detectable cytokine levels. Together, these data reveal that RELMα critically mitigates IL-4-induced inflammatory effects including LPM and SPM proliferation, splenomegaly and systemic proinflammatory cytokine expression.

**Figure 2:**
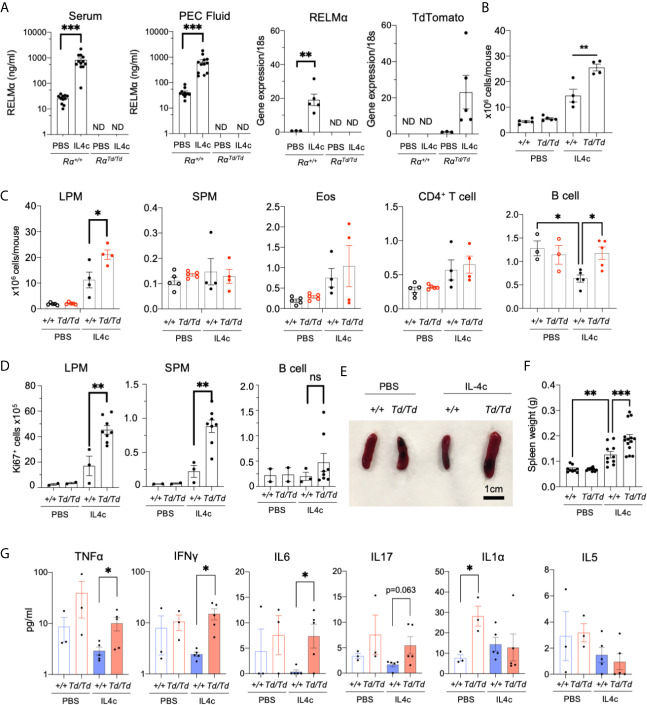
Increased IL-4-induced pathology in RELMα^Td/Td^ mice. PBS or IL4c-injected Rα^+/+^ or Rα^Td/Td^ mice were sacrificed at day 4 followed by evaluation of spleen and peritoneal cavity responses. **(A)** Peritoneal fluid and serum RELMα levels measured by ELISA, and RELMα and Td RNA was measured by peritoneal cell qRT-PCR as relative expression to PBS and normalized to 18s transcript. Rα expression was normalized to the PBS Rα^+/+^group (set at “1”) **(B, C)** Peritoneal inflammation and subset frequency evaluated by cell counts and flow cytometry analysis for small and large peritoneal macrophages (SPM and LPM), eosinophils, CD4^+^ T cells and B cells. **(D)** Peritoneal cell proliferation assessed by Ki67 staining. **(E, F)** Spleen size and weight were measured. **(G)** Serum cytokines were quantified. Results shown are representative of 3 independent experiments (n=4-8 per group). ND, not detected. *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001.

### RELMα Deficiency Leads to Dysregulated IL-4 Induced Myeloid Gene Expression Associated With T Cell Response, Growth Factor and Cytokine Signaling, and Myeloid Differentiation

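Mice were injected intraperitoneally with PBS or with IL-4c, a complex of 2.5 µg IL-4 and 12 µg of the anti-IL-4 antibody 11B11, on days 0 and 2, and cells were collected on day 4. Lysates of 5000 sorted macrophages per mouse were hybridized to the Nanostring Myeloid Innate Immunity v2 panel, which counts transcripts with one barcoded probe per gene and without amplification. Values from 11 mice were analysed, 2 PBS-treated Rα+/+ mice (mice 1 and 2), 2 PBS-treated Rα Td/Td mice (mice 3 and 4), 3 IL-4c-treated Rα+/+ mice (mice 5, 6 and 7) and 4 IL-4c-treated Rα Td/Td mice (mice 9, 10, 11 and 12). The table the authors deposited lists 754 genes and 14 control probes. Its gene values are linear signal, in counts that the authors normalized to the housekeeping genes Eef1g, Gusb, Oaz1 and Rpl19, with low values replaced by a floor of 30. Between that floor and 1000 normalized counts, 100% of the values in each mouse were a whole count multiplied by a single factor per mouse, within a tolerance of 0.1 counts. The factors were 1.61 and 0.75 in the PBS-treated Rα+/+ mice, 1.87 and 1.88 in the PBS-treated Rα Td/Td mice, between 1.14 and 1.21 in the IL-4c-treated Rα+/+ mice, and between 0.952 and 1.15 in the IL-4c-treated Rα Td/Td mice. Divided by these factors, the counts above the floor summed to 297254 and 551546 in the PBS-treated Rα+/+ mice and to 268858 and 280396 in the PBS-treated Rα Td/Td mice. They summed to between 487815 and 574505 (median 505629) in the IL-4c-treated Rα+/+ mice and to between 447267 and 523942 (median 494450) in the IL-4c-treated Rα Td/Td mice. Since the floor was set on counts of different depth, the lowest value that could be measured ranged from 30.5 in mouse 9 to 56.3 in mouse 4. The 445 genes with a mean above 30 normalized counts over the 11 mice were tested, and the other 309 genes were at the floor in every mouse. Log2 values (with 1 added) were fitted with limma 3.58.1 in a model with one coefficient for each of the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method. Genes with an adjusted p at or under 0.05 are referred to as called. A mean given with an SD is over the mice of that group, a gene at 30 in every mouse of a group is described as at the floor, and a fold difference from such a group is given as a lower limit, computed against the geometric mean of the lowest measurable values of its mice. Retnla, the gene that encodes RELMα and that the Rα Td/Td allele replaces, was at the floor in all 6 Rα Td/Td mice. In Rα+/+ mice it was at 4386 ± 346 normalized counts (SD, n = 2) after PBS, at least 77.9-fold above the Rα Td/Td mice (adjusted p = 1.58e-09 from limma). After IL-4c it was at least 4466-fold above them (adjusted p = 8.06e-13).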

To identify mechanisms underlying RELMα regulation of peritoneal macrophage responses, gene expression analysis was performed in F4/80^+^CD11b^+^ peritoneal macrophages sorted from PBS or IL-4c treated Rα^+/+^ or Rα^Td/Td^ mice, using the Nanostring myeloid immunity panel (734 genes) (**Figure 3A**). 

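Principal components were computed on the centred log2 values of the 445 genes, without scaling each gene to unit variance. The first component held 72.9% of the variance and the second 14.6%. On the first component the 4 PBS-treated mice lay between -19.6 and -14.5, the 3 IL-4c-treated Rα+/+ mice between 12.8 and 14.2, and the 4 IL-4c-treated Rα Td/Td mice between 4.31 and 10.4. On the second, all 5 Rα+/+ mice lay between -7.37 and -5.42 and all 6 Rα Td/Td mice between 2.05 and 9.27. Differences between treatments within a genotype accounted for 75.0% of the total sum of squares over these genes (exact permutation test within genotypes, one-sided p = 0.00667, the smallest that the 150 arrangements allow). Differences between genotypes within a treatment accounted for 19.8% of it (exact permutation test within treatments, one-sided p = 0.00952, the smallest that the 210 arrangements allow, since exchanging the 2 PBS-treated pairs leaves the share unchanged). Retnla, which the allele replaces, was among these genes, with fitted log2 differences of -7.14 after PBS and -12.17 after IL-4c. Part of the genotype share therefore follows from the deletion itself. Neither this share, its p-value nor the second component was computed without Retnla. The alternative that moved the first component most was scaling every gene to unit variance, which lowered its share to 50.8%. With each mouse left out in turn, the treatment share stayed between 69.1% and 78.6% and the genotype share between 17.9% and 22.1%.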

Principal component analysis (PCA) demonstrated clustering according to genotype and treatment, with IL-4 treatment driving the greatest transcriptional differences regardless of genotype (**Figure 3B**). Out of four mice, macrophages from one IL-4c-treated Rα^+/+^ mice appeared as an outlier and clustered with the PBS-treated group (**Figure 3B**, red circle). Retrospective analysis revealed that this mouse had less RELMα in the PEC fluid, and lower peritoneal cell numbers likely because of ineffective IL-4c delivery (**Figure S3A**), therefore this sample was removed from gene expression analyses.

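The sample that the study removed was not analysed here. In the 3 IL-4c-treated Rα+/+ mice that remained, Retnla was at 115675, 147349 and 171588 normalized counts in mice 5, 6 and 7. All 3 were above the 4141 and 4631 of the PBS-treated Rα+/+ mice, and the log2 fold change with IL-4c was 5.03 (SE 0.15, adjusted p = 9.07e-09 from limma). None of the 3 lay near the PBS-treated mice on the first principal component, where their scores were 12.8, 13.0 and 14.2.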

**Figure 3:**
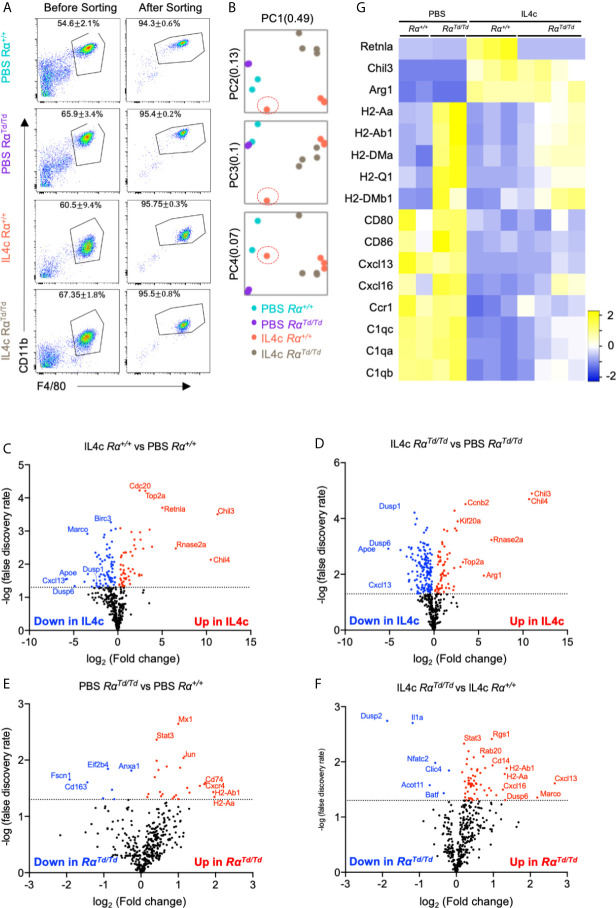
Gene expression analysis of peritoneal macrophages identify IL-4-induced and suppressed genes that are regulated by RELMα. Peritoneal macrophages were sorted from PBS or IL4c-injected Rα^+/+^ or Rα^Td/Td^ mice and analyzed by using the Nanostring myeloid gene expression panel. **(A)** Flow cytometry gating strategy and purity. **(B)** Principal component analysis demonstrates sample clustering. **(C–F)** Volcano plot of genes that are most changed in response based on IL-4c treatment **(C, D)** or genotype **(E, F)**. **(G)** Heatmap of canonical macrophage activation genes in different groups. Nanostring gene expression data are from a single experiment (n=2 for PBS and n=4 for IL-4c injected).

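With only 2 mice per genotype after PBS, the spread was estimated from all 4 groups together. Pairs of mice of one group correlated at r = 0.960 to 0.992 across genes, which are not independent replicates, and the counts of every pair differed by more than counting noise (chi-square per degree of freedom between 4.70 and 137). In log2 values simulated without a floor from the means and spreads of the 445 genes, with 200 of them changed, the same fit recovered 36.5% of changes of 0.5 on the log2 scale and 83.0% of changes of 1 between the genotypes after PBS. For the genotypes after IL-4c it recovered 52.5% and 91.5%. The 200 changed genes exceed the 43 and 12 that were called between genotypes after PBS and IL-4c. With fewer changed genes the adjustment is stricter, so these rates may overstate what the comparisons could detect.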

Investigation of the most differentially expressed genes indicated that Chil3/4 (Ym1/Ym2) and Rnase2a (Ear11) were highly upregulated by IL-4 for both mouse genotypes (**Figures 3C, D**). 

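Chil3 was at the floor in all 4 PBS-treated mice. After IL-4c it rose to 74627 ± 17304 normalized counts (SD, n = 3) in Rα+/+ macrophages, at least 1902-fold higher (adjusted p = 1.74e-09 from limma), and to 62632 ± 16552 (SD, n = 4) in Rα Td/Td macrophages, at least 1084-fold higher (adjusted p = 1.33e-09). Chil4 was detected after PBS only in mouse 1, at 53.1 normalized counts. It reached 58539 ± 13514 in IL-4c-treated Rα+/+ mice, a log2 fold change of 10.46 (SE 0.33, adjusted p = 9.39e-09). In Rα Td/Td mice it reached 51462 ± 15036 (adjusted p = 7.24e-09), at least 885-fold above PBS. Whether the Chil3 and Chil4 probes distinguish these near-identical transcripts was not tested. Rnase2a was at the floor after PBS and rose at least 72.5-fold in Rα+/+ macrophages (adjusted p = 9.59e-06) and at least 46.8-fold in Rα Td/Td macrophages (adjusted p = 5.94e-06). Over all tested genes, IL-4c changed 206 in Rα+/+ mice (62 higher, 144 lower) and 231 in Rα Td/Td mice (68 higher, 163 lower), with median log2 changes of -0.18 and -0.23. Centring each mouse on its median gene gave 105 higher and 99 lower in Rα+/+ mice and 83 higher and 105 lower in Rα Td/Td mice. Quantile normalization gave 104 higher and 107 lower in Rα+/+ mice and 90 higher and 109 lower in Rα Td/Td mice. Among the other genes with the largest changes, Il1rl1 rose in Rα+/+ mice (log2 fold change 3.82, adjusted p = 0.000136), and Marco fell there (log2 fold change -3.45, adjusted p = 0.00382). Fscn1 fell at least 11.7-fold in Rα+/+ mice, while the log2 fold changes of Nlrp3 and Clec7a in Rα Td/Td mice were -3.03 and -2.86.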

As signature M2 macrophage genes, RELMα and Ym1/2 are reported to have equivalent expression patterns, but Ym1 can also promote RELMα expression (24). Ear11 is an eosinophil-associated ribonuclease that is secreted by M2 macrophages and promotes neutrophil chemotaxis (39). 

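Of a list of 30 cell cycle genes, the panel measured Top2a, Cdc20, Kif20a, Ccnb2 and Birc5. All 5 were called higher after IL-4c in both genotypes, with a median log2 fold change of 2.83 in Rα+/+ mice and 2.62 in Rα Td/Td mice. As a set they rose with an adjusted p of 1.94e-07 in both genotypes by limma's fry test, and limma's camera test with a preset correlation of 0.01 called both sets too. With the correlation between genes estimated from the data, camera gave p = 0.0193 and p = 0.0190. Top2a, the only one of the 5 above the floor in every PBS-treated mouse, rose by 3.09 on the log2 scale in Rα+/+ macrophages and by 3.23 in Rα Td/Td macrophages. Cdc20, Kif20a and Ccnb2 were at the floor after PBS and rose at least 4.26-fold, 5.69-fold and 9.39-fold in Rα+/+ mice and at least 2.74-fold, 3.38-fold and 6.20-fold in Rα Td/Td mice. Between the genotypes after IL-4c, none of the 5 was called different, and each was slightly lower in Rα Td/Td macrophages (median log2 fold change -0.12, adjusted p = 0.259 by fry). The camera test with the preset correlation called that difference (p = 0.00912), and with the estimated correlation it did not (p = 0.204). Without mouse 9 the median was -0.26, and fry called the set lower in Rα Td/Td macrophages. Centring each mouse on its median gene gave a median of -0.31, and quantile normalization gave -0.35. The fry test called neither (unadjusted p = 0.0767 and 0.0603).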

Consistent with IL-4 induced resident macrophage proliferation, genes associated with the cell cycle (Top2a, Cdc20, Kif20a, Ccnb2) were upregulated. Consistent with an anti-inflammatory function for M2 macrophages, both Rα^+/+^ and Rα^Td/Td^ macrophages from IL-4c treated mice had reduced expression of genes associated with chemotaxis (Cxcl13, Cxcl14, Cxcl2), complement responses (C1qa, C1qb, C1qc) and innate immune activation (Birc3, CD80, CD86) (**Figures 3C, D, G**). 

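Cxcl13 fell from 1818 ± 471 normalized counts (SD, n = 2) after PBS to the floor in all 3 IL-4c-treated Rα+/+ mice, at least 50.8-fold (adjusted p = 0.000123 from limma). In Rα Td/Td macrophages it fell from 1345 ± 203 (n = 2) to 248 ± 193 (n = 4), a log2 fold change of -2.81 (SE 0.63, adjusted p = 0.0044). The log2 fold changes of Cxcl14 were -1.89 in Rα+/+ mice and -1.61 in Rα Td/Td mice. For Cxcl2 they were -2.21 (adjusted p = 0.00378) and -1.16 (adjusted p = 0.0496). The Cxcl2 fall in Rα Td/Td mice was no longer called when any one of mice 1, 2, 3, 4, 6, 9, 10 and 12 was left out, with log2 fold changes between -1.26 (without mouse 3) and -1.0 (without mouse 10), nor without the filter or after either rescaling of the mice. In Rα+/+ and Rα Td/Td mice, respectively, C1qa changed by -1.52 and -1.03 on the log2 scale, C1qc by -1.27 and -0.81, and C1qb by -0.77 and -0.46. The C1qb fall in Rα Td/Td mice (adjusted p = 0.0127) was not called without mouse 4 (-0.36) or after either rescaling. Birc3 changed by -0.79 and -0.94 and Cd86 by -1.27 and -1.93, and the Cd86 change in Rα+/+ mice lost its call without mouse 1 (-0.88). Cd80 changed by -0.65 (adjusted p = 0.0292) and -0.76 (adjusted p = 0.0103), and neither change was called after either rescaling. Leaving out mouse 1 (-0.34), mouse 6 (-0.67) or mouse 7 (-0.56) removed the Cd80 call in Rα+/+ mice, as did leaving out mouse 3 (-0.78) or mouse 4 (-0.74) in Rα Td/Td mice.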

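Dusp1, Dusp6 and Apoe were among the genes with the largest falls after IL-4c. Dusp1 went from 8226 ± 2505 normalized counts (SD, n = 2) after PBS to 1521 ± 315 (n = 3) after IL-4c in Rα+/+ macrophages, and from 9837 ± 490 (n = 2) to 2167 ± 333 (n = 4) in Rα Td/Td macrophages. Its log2 fold changes were -2.42 and -2.19 (adjusted p = 3.46e-05 and 4.45e-05 from limma). Dusp6 fell to the floor in Rα+/+ mice, at least 25.2-fold (adjusted p = 3.58e-05), and changed by -3.75 on the log2 scale in Rα Td/Td mice (adjusted p = 0.000142). Apoe fell from 30176 ± 11558 to 536 ± 84.2 in Rα+/+ mice and from 39397 ± 1208 to 1269 ± 698 in Rα Td/Td mice, log2 fold changes of -5.77 (SE 0.49, adjusted p = 1.5e-05) and -5.14 (SE 0.46, adjusted p = 2.15e-05). With each of the 11 mice left out in turn, all 3 genes stayed called in both genotypes.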

Unexpectedly, the dual-specificity protein phosphatases (Dusp1, Dusp6), and Apoe were also suppressed by IL-4, although these have proposed anti-inflammatory and repair functions (40). These expression patterns likely reflect *in vivo* macrophage plasticity and the unique response of resident peritoneal macrophages to repeated treatment with IL-4, which may lead to negative feedback pathways for type 2 cytokine signaling. Overall, these genes were similarly induced or suppressed by IL-4 in both Rα^+/+^ and Rα^Td/Td^ mice, suggesting that these resident M2 macrophage activation programs occur even in the absence of RELMα.

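Of the 445 genes tested, 159 were called after IL-4c in both genotypes, and 158 of these changed in the same direction (42 higher, 116 lower). The exception was Cxcr4, which rose in Rα+/+ mice (log2 fold change 0.74) and fell in Rα Td/Td mice (log2 fold change -0.53). Its fall was not called without mouse 4 (-0.46) or after either rescaling, and its rise was not called with a single floor for all mice (0.07), an alternative chosen after seeing the data. Another 47 genes were called in Rα+/+ mice only and 72 in Rα Td/Td mice only, of which 4 also differed in their response when that difference was itself tested. Of the 278 genes called in either genotype, 256 changed in the same direction in both. Without Retnla, the log2 fold changes of the genotypes correlated at r = 0.90 and rho = 0.81 across genes, which are not independent replicates, and the comparisons share no mice. A test of the difference in response found 9 genes (adjusted p at or under 0.05 from limma), against 69 at an unadjusted p of 0.05 or less. They were Retnla, Dusp2, Cxcr4, Jun, Atf3 and Batf, whose log2 fold change was lower in Rα Td/Td mice, and Fscn1, Eif2b4 and Fpr1, whose log2 fold change was higher there. Leaving out mouse 1 gave 34 such genes, mouse 4 or 6 gave 3, and mouse 5 or 7 gave 5. The largest difference after Retnla was that of Fscn1 (1.93), which the floor in IL-4c-treated mice limits. From the shared induction and suppression, the paper proposes that these programs of M2 activation in resident macrophages run without RELMα.

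**Figure D1:**
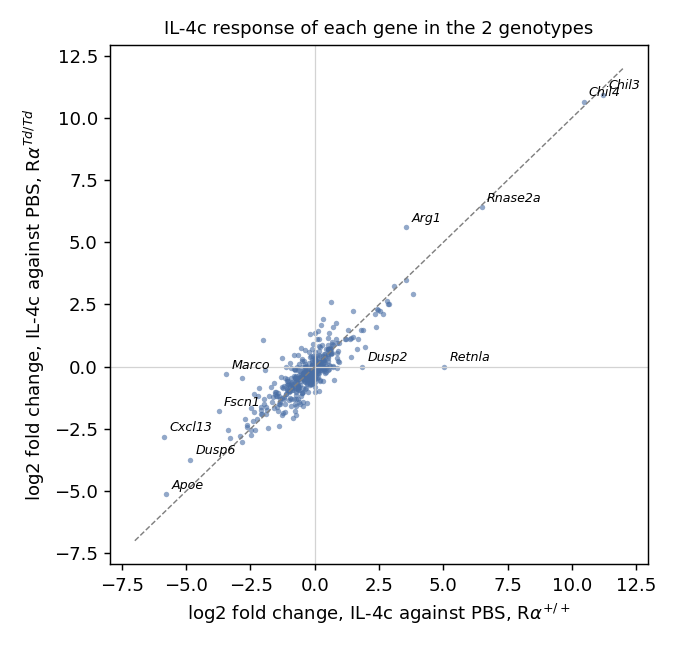
Log2 fold change with IL-4c over PBS in Rα+/+ macrophages (horizontal axis) and in Rα Td/Td macrophages (vertical axis), one point per gene over the 445 genes tested, with the dashed line marking equal change. Most genes lie along the line, and Retnla, at 5.03 in Rα+/+ mice and at the floor in Rα Td/Td mice, lies far from it.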

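Between genotypes after PBS, 43 of the tested genes were called (36 higher and 7 lower in Rα Td/Td macrophages), and 102 had an unadjusted p of 0.05 or less. After IL-4c, 12 were called (7 higher, 5 lower), and 97 had an unadjusted p of 0.05 or less (84 higher, 13 lower). The median log2 difference over all tested genes was 0.10 after PBS and 0.12 after IL-4c, with 58.7% and 70.3% of genes above 0. Centring each mouse on its median gene gave 17 higher and 5 lower after PBS and 3 higher and 11 lower after IL-4c, and quantile normalization gave 15 higher and 9 lower after PBS and 5 higher and 7 lower after IL-4c. The methods' t-test with Benjamini-Hochberg adjustment called 2 genes after PBS, and Welch's form of it, chosen after seeing the data, called 0. Of the mice left out in turn, mouse 4 lowered the count after PBS most, to 3 genes, and mouse 1 raised it most, to 73. It was 19 without mouse 2 or mouse 5, 21 without mouse 10, 25 without mouse 3 and 28 without mouse 7. After IL-4c the count was 27 without mouse 9, 7 without mouse 6 or 7, 6 without mouse 1, 2, 3, 4 or 11, and 5 without mouse 5 or 12. Among genes outside the MHC class II group, Cxcr4 (log2 fold change 1.67, adjusted p = 0.000579 from limma), Jun (1.14), Mx1 (0.98) and Stat3 (0.42, adjusted p = 0.0388) were higher in Rα Td/Td macrophages after PBS. Under a single floor for all mice, an alternative chosen after seeing the data, the Mx1 difference was 0.09 and not called, and that of Cxcr4 was 0.92 and still called. Leaving out mouse 4 removed the calls of Jun (1.06, adjusted p = 0.0681) and Mx1 (0.97, adjusted p = 0.0681), and leaving out mouse 3 (0.44), mouse 4 (0.40) or mouse 5 (0.42) removed that of Stat3, as did centring (0.28), quantile normalization (0.25) and the filter above 30 in every mouse. Fscn1 was lower after PBS, at 110 ± 15.0 normalized counts in Rα Td/Td mice against 416 ± 81.9 in Rα+/+ mice (adjusted p = 6.16e-05), with or without any one mouse. Mmp9 (log2 fold change -1.13) and Eif2b4 (-0.87) were also called lower. The calls of Mmp9 (-1.13) and Eif2b4 (-0.87) were lost without mouse 4, and under the single floor Mmp9 (-0.31) and Eif2b4 (0.00) were not called. Anxa1 and Cd163 were not called after PBS (log2 fold changes -0.26 and -1.43). H2-Q1, a class I gene shown in Fig. 3G, was called higher (1.0, adjusted p = 0.0056), except without mouse 4 (0.95).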

We next evaluated RELMα-regulated genes (**Figures 3E–G**). The most consistently upregulated genes in PBS or IL-4-induced Rα^Td/Td^ macrophages were MHC class II genes associated with antigen presentation (H2 genes, CD74), suggesting enhanced antigen presentation function by macrophages in RELMα-deficient mice even in homeostatic conditions. 

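The panel tested 8 of a list of 12 MHC class II genes, namely H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1, H2-DMb2, H2-Ob and Cd74. All 8 were higher in Rα Td/Td macrophages in both comparisons, with a median log2 fold change of 1.43 after PBS and 0.82 after IL-4c. As a set they were higher with an adjusted p of 0.00581 after PBS and of 0.0124 after IL-4c by limma's fry test, adjusted over 5 set tests. The camera test gave p = 0.000117 and p = 0.000943 with its preset correlation, and p = 0.107 and p = 0.158 with the correlation estimated from the data, so these calls hold under fry and not under the estimated correlation. H2-Aa was at 7228 ± 1546 normalized counts in Rα Td/Td and 1828 ± 148 in Rα+/+ mice after PBS (log2 fold change 1.97, SE 0.38, adjusted p = 0.0144), and at 3267 ± 1033 and 1307 ± 433 after IL-4c (1.31, SE 0.29, adjusted p = 0.0474). For H2-Ab1 the log2 fold changes were 1.94 (SE 0.38, adjusted p = 0.0151) and 1.36 (SE 0.29, adjusted p = 0.0421). Cd74 was called after PBS (1.73, SE 0.42, adjusted p = 0.0388) and not after IL-4c (1.08, SE 0.32, adjusted p = 0.104). H2-DMa and H2-DMb1 were called after PBS only (1.29, adjusted p = 0.00565, and 0.94, adjusted p = 0.0474), and H2-Eb1 in neither comparison (1.58 and 1.22, adjusted p = 0.0929 and 0.126) unless mouse 9 was left out (1.58 and 1.55). For none of H2-Aa, H2-Ab1, Cd74 and H2-DMa was the genotype difference itself called different between treatments (adjusted p between 0.211 and 0.589). The calls after PBS were lost without mouse 2 or mouse 4 for H2-Aa (2.05 and 1.75), H2-Ab1 (2.12 and 1.67) and H2-DMa (1.11 and 1.16), and also without mouse 1 for H2-Ab1 (1.76). H2-DMb1 kept its call after PBS only without mouse 9 and ranged from 0.70 (without mouse 3) to 1.17 (without mouse 4), and neither rescaling called it. Cd74 kept its call after PBS only without mouse 6, 9 or 12, and its log2 fold change lay between 1.53 (without mouse 4) and 1.93 (without mouse 3). After IL-4c, H2-Aa and H2-Ab1 kept their calls only without mouse 6 or mouse 9, with log2 fold changes between 1.14 and 1.57 and between 1.21 and 1.61. Without mouse 9, Cd74 (1.35) and H2-DMa (0.68) were called as well. Centring and quantile normalization each removed the calls of H2-Aa (1.12 and 1.07) and H2-Ab1 (1.18 and 1.07) after IL-4c and of Cd74 (1.59 and 1.87) after PBS.

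**Figure D2:**
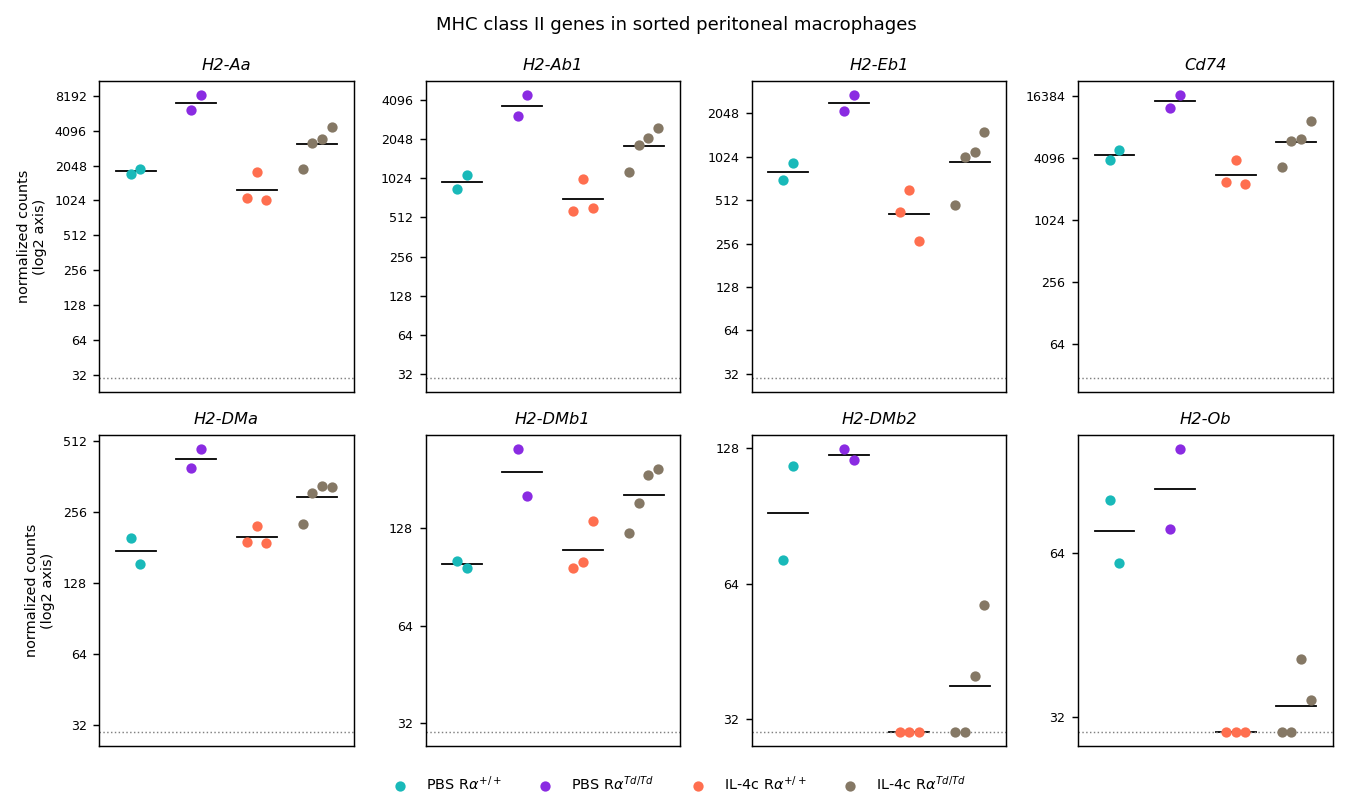
Normalized counts (log2 axis) of the 8 MHC class II genes in each mouse, by genotype and treatment, with a line at each group mean and a dotted line at the floor of 30. The means of all 8 genes are higher in Rα Td/Td mice in both treatments, by 1.97 and 1.31 log2 units for H2-Aa and by 0.25 and 0.16 for H2-Ob.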

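After IL-4c, Ccl6 was at 3992 ± 1517 normalized counts (SD, n = 4) in Rα Td/Td macrophages and 2182 ± 447 (n = 3) in Rα+/+ macrophages, a log2 fold change of 0.83 (SE 0.30, adjusted p = 0.152 from limma). One of the 4 Rα Td/Td mice, mouse 12, had 6261, and the other 3 lay between 3083 and 3316. Without mouse 12 the log2 fold change was 0.59. Cxcl16 was above the floor in 1 of 3 Rα+/+ mice and in all 4 Rα Td/Td mice (log2 fold change 1.24, SE 0.36, adjusted p = 0.102). It was called without mouse 9 (1.5, adjusted p = 0.031), and with a single floor for all mice its log2 fold change was 0.56. Cxcl13, at the floor in the 3 Rα+/+ mice, was at 87.6, 92.0, 484 and 327 normalized counts in Rα Td/Td mice 9, 10, 11 and 12, at least 5.37-fold higher. Ccr1, shown in Fig. 3G, changed with IL-4c by -0.76 on the log2 scale in Rα+/+ mice and by -0.41 in Rα Td/Td mice, where the call was lost without mouse 3 (-0.41) or mouse 4 (-0.41) and after either rescaling. Between genotypes after IL-4c it differed by 0.33 (adjusted p = 0.126) and was not called.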

RELMα-deficient macrophages also had increased expression of chemokine/chemokine receptors (Ccl6, Cxcl13, Cxcl16) (**Figure 4A**). Cxcl13, involved in B1 cell maintenance (41), was the most upregulated gene in IL-4c induced Rα^Td/Td^ macrophages compared to Rα^+/+^ macrophages, consistent with the increased B1 cell numbers in RELMα-deficient mice. Conversely Dusp2, which negatively regulates cell proliferation (42, 43), was the most downregulated in the Rα^Td/Td^ macrophages (**Figure 4A**), consistent with their enhanced proliferation. 

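Among the 445 genes tested, Cxcl13 had the largest fitted rise in Rα Td/Td over Rα+/+ macrophages after IL-4c (log2 fold change 2.62, SE 0.55, adjusted p = 0.0421 from limma), followed by Marco, Cd163 and Ccl8. The Rα+/+ mice were at the floor, so the fitted value depends on where the floor lies. The call held without mouse 9 or mouse 10 and was lost without each of the other 9 mice, with adjusted p between 0.0163 and 0.193 and log2 fold changes between 2.17 (without mouse 11) and 2.99. It held in 3 of the 10 other settings that gave an adjusted p for this gene. After PBS, Cxcl13 was not higher in Rα Td/Td macrophages, with group means of 1345 and 1818 normalized counts.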

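Dusp2 was detected only in IL-4c-treated Rα+/+ mice, at 99.6, 110 and 121 normalized counts, and was at the floor in the other 8 mice. Its level was at least 3.43-fold lower in Rα Td/Td macrophages after IL-4c (adjusted p = 5.69e-07 from limma), the largest fitted fall after Retnla. Leaving out any one mouse kept this call, and of the 9 other settings that gave an adjusted p, only Welch's test with Benjamini-Hochberg adjustment, chosen after seeing the data, lost it. The IL-4c response of Dusp2 itself differed between genotypes (log2 difference -1.84, adjusted p = 5.53e-05), also without any one mouse and in all 7 other settings that gave an adjusted p. The next largest falls after IL-4c among called genes were Il1a, at 53.7 ± 11.8 normalized counts in Rα Td/Td and 121 ± 17.6 in Rα+/+ mice (log2 fold change -1.17, adjusted p = 0.00594), and Acot11, at the floor in Rα Td/Td mice and at least 1.54-fold lower (adjusted p = 0.00594). Acot11 was not called with a single floor for all mice (-0.02). Nfatc2, at 45.8 ± 4.70 in Rα+/+ mice, was above the floor in 1 of 4 Rα Td/Td mice (log2 fold change -0.55, adjusted p = 0.0158), and was not called without mouse 5 (-0.57, adjusted p = 0.0523). Rgs1 was higher in Rα Td/Td macrophages (log2 fold change 0.95, SE 0.17, adjusted p = 0.0176), a call lost without mouse 6 (0.96), mouse 7 (0.84), mouse 11 (0.87) or mouse 12 (0.94). Of other genes that Figs. 3F and 4A label, Clic4 (-0.20), Stat3 (0.21), H2-DMb1 (0.56), Fcgr4 (0.93) and Dusp6 (1.3) were not called, with adjusted p of 0.226, 0.168, 0.137, 0.102 and 0.102. The Dusp6 value depends on the floor, at which all 3 Rα+/+ mice lay, and Dusp6 was called without mouse 10 (1.67). Quantile normalization turned the sign of Stat3 (-0.03).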

Advanced pathway analysis (35) was performed to determine functional pathways that were significantly altered by RELMα following IL-4 treatment (**Figure 4B**). Consistent with upregulation of genes associated with macrophage hyperactivation, functional pathways that were significantly induced in RELMα-deficient macrophages involved enhanced T cell responses (Th1 activation, T-cell activation, antigen presentation). 

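Pdgfb, Jak3 and Syk were each higher in Rα Td/Td than in Rα+/+ macrophages after IL-4c, and none was called. Pdgfb was at the floor after PBS and at 57.1 ± 15.2 normalized counts (SD, n = 4) in Rα Td/Td and 36.7 ± 0.367 (n = 3) in Rα+/+ mice after IL-4c, a log2 fold change of 0.58 (SE 0.19, adjusted p = 0.131 from limma). Without mouse 11 it was called (0.78, adjusted p = 0.00663), and with a single floor for all mice the difference was 0.13. Jak3 was at 72.2 ± 10.1 and 50.0 ± 11.3, a log2 fold change of 0.53 (SE 0.18, adjusted p = 0.131). Syk was at 569 ± 36.9 and 468 ± 28.5, a log2 fold change of 0.28 (SE 0.10, adjusted p = 0.144), which centring lowered to 0.09 and quantile normalization to 0.08.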

RELMα-deficient macrophages also induced genes associated with cytokine and growth factor signaling (Pdgfb, Jak3, Syk), which may have contributed to their increased expansion in response to IL-4 (**Figure 4C**). This increased macrophage proliferation and frequency in Rα^Td/Td^ mice may therefore result from dual effects of increased growth factor expression and responsiveness, and decreased expression of downregulatory checkpoints, such as Dusp2 and Batf (**Figure 4C**). 

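Batf rose with IL-4c in Rα+/+ macrophages, from 53.2 ± 2.07 (SD, n = 2) to 99.2 ± 10.9 normalized counts (n = 3), a log2 fold change of 0.88 (adjusted p = 0.000632 from limma). In Rα Td/Td macrophages it was at 81.5 ± 8.99 (n = 2) after PBS and 78.2 ± 7.31 (n = 4) after IL-4c. After PBS, Batf was thus higher in Rα Td/Td mice (log2 fold change 0.60, adjusted p = 0.0393), and after IL-4c it was lower (-0.34, SE 0.11, adjusted p = 0.131, not called). The call after PBS was lost without mouse 2 (0.56), 3 (0.49), 4 (0.71), 5 (0.60), 6 (0.60) or 10 (0.60), and after either rescaling. The difference between these responses was -0.94 (adjusted p = 0.0345), and it lost its call without mouse 2 (-0.90), 3 (-0.83), 4 (-1.05), 5 (-1.0), 6 (-0.96), 7 (-0.86) or 10 (-0.90). Centring each mouse on its median gene gave a called fall of Batf after IL-4c (-0.53).

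**Figure D3:**
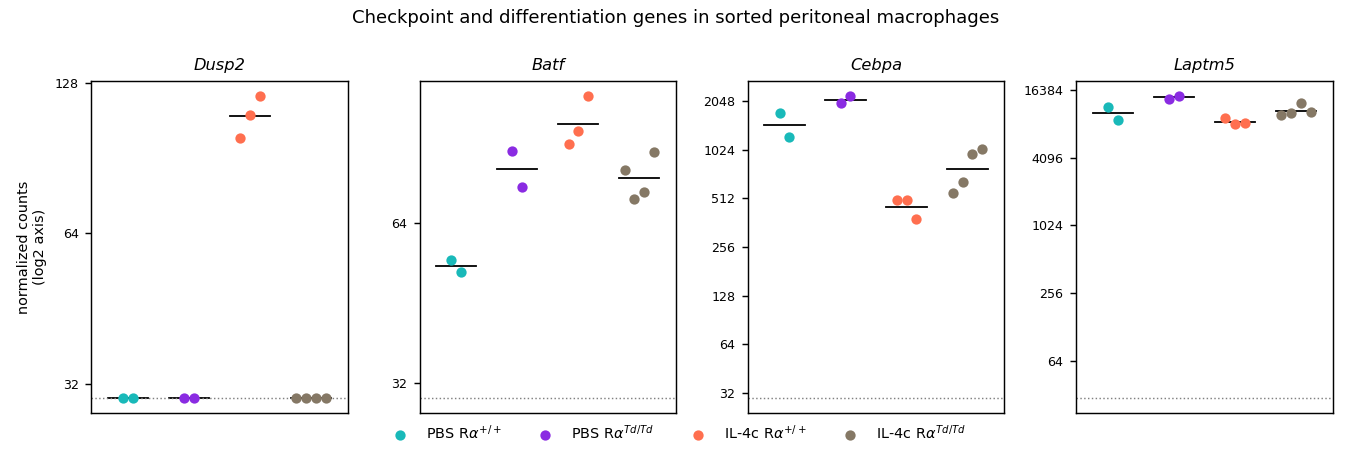
Normalized counts (log2 axis) of Dusp2, Batf, Cebpa and Laptm5 in each mouse, by genotype and treatment, with a line at each group mean and a dotted line at the floor of 30. Dusp2 is above the floor only in the 3 IL-4c-treated Rα+/+ mice, and the group means of Cebpa and Laptm5 after IL-4c are higher in Rα Td/Td mice.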

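Cebpa and Laptm5 each had a higher mean in Rα Td/Td than in Rα+/+ macrophages after IL-4c, and neither was called different. Cebpa was at 801 ± 235 normalized counts (SD, n = 4) in Rα Td/Td mice and 460 ± 67.0 (n = 3) in Rα+/+ mice, a log2 fold change of 0.76 (SE 0.23, adjusted p = 0.111 from limma), and it was called higher without mouse 9 (0.92, adjusted p = 0.0392). Laptm5 was at 10813 ± 1215 and 8585 ± 601, a log2 fold change of 0.33 (SE 0.13, adjusted p = 0.178). No setting that was run reversed either direction, and the lowest values were 0.52 for Cebpa with quantile normalization and 0.14 for Laptm5 with centring.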

Rα^Td/Td^ macrophages showed a reduction in genes associated with differentiation of myeloid cells (Mafb, Cebpa, Laptm5), which may reflect the enhanced proliferation rather than differentiation or maturation of these macrophages in the absence of RELMα.

**Figure 4:**
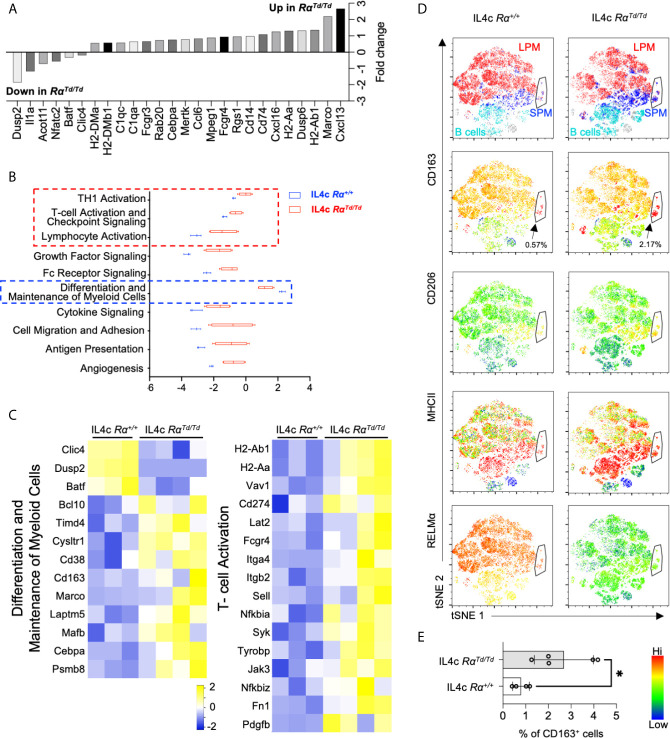
RELMα-deficient M2 macrophages exhibit a hyperactivated macrophage phenotype. Differential expression of genes associated with functional pathways was evaluated in macrophages sorted from IL-4c injected Rα^+/+^ or Rα^Td/Td^ mice. **(A)** Genes with highest Log2 fold change differences between IL4c injected Rα^+/+^ and IL4c Rα^Td/Td^ identified by Nanostring advanced analysis (p < 0.05). **(B)** Advanced pathway analysis performed on IL4c Rα^+/+^ and IL4c Rα^Td/Td^ macrophage RNA reveals significantly increased or decreased pathway scores (p<0.05). **(C)** Heatmap of differentially expressed genes within the functional pathways. **(D)** t-SNE-guided flow cytometry analysis of peritoneal cell subsets (LPM, red; SPM, blue; B1 cell, cyan). Black arrow and outline indicate a separate subset with SPM and LPM characteristics. Subsets were evaluated for expression of CD163, CD206, MHCII and RELMα. **(E)** Frequency of CD163^+^ macrophages in IL4c-treated Rα^+/+^ and Rα^Td/Td^ mice. *, p ≤ 0.05.

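Values after IL-4c were compared for Fn1, Mertk, Timd4, the CD16 and CD32 genes Fcgr3 and Fcgr2b, Rab20, Anxa1, Marco and Cd163, besides Pdgfb and the MHC class II and C1q genes. Of these 9, Mertk and Rab20 were called higher in Rα Td/Td macrophages. Mertk was at 392 ± 58.1 normalized counts (SD, n = 4) in Rα Td/Td and 229 ± 41.8 (n = 3) in Rα+/+ mice (log2 fold change 0.78, SE 0.16, adjusted p = 0.0421 from limma), and Rab20 at 104 ± 15.7 and 62.6 ± 8.66 (0.72, SE 0.15, adjusted p = 0.0421). Mertk kept its call only without mouse 7 or mouse 9 and had log2 fold changes of 0.68 to 0.92, and Rab20 kept it only without mouse 9, with 0.60 to 0.79. Fn1 was at 28863 ± 5400 and 19810 ± 1164, a log2 fold change of 0.53 (adjusted p = 0.102), and was called after quantile normalization (0.68). For Fcgr3, Anxa1 and Timd4 the log2 fold changes were 0.66, 0.55 and 0.33 (adjusted p = 0.102, 0.102 and 0.237). Fcgr2b differed by 0.05 (adjusted p = 0.864), and its sign turned with centring (-0.14), with quantile normalization (-0.15) and without mouse 5 (-0.02), 9 (-0.01) or 10 (-0.00). Marco was at 273 ± 65.4 in Rα+/+ mice and at 463, 641, 2398 and 3111 in Rα Td/Td mice 9, 10, 11 and 12, a log2 fold change of 2.18 (SE 0.61, adjusted p = 0.102), called without mouse 9 (2.65). Cd163 was at 41.2, 109 and 52.2 in Rα+/+ mice and at 159, 251, 52.8 and 718 in Rα Td/Td mice (log2 fold change 1.66, SE 0.72, adjusted p = 0.223), or 1.04 without mouse 12. The C1qa, C1qb and C1qc log2 fold changes were 0.65, 0.34 and 0.57 (adjusted p = 0.0818, 0.131 and 0.0627). All 3 were called without mouse 9 (0.78, 0.42 and 0.68), and quantile normalization lowered the C1qb difference to 0.02.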

Genes associated with angiogenesis (Fn1, Pdgfb) (44), phagocytosis (MerTK, Timd4, MHCII, C1q, CD16/32, Rab20 and Anxa1) (45–47), and the scavenger receptors (Marco, CD163) were increased in Rα^Td/Td^ macrophages (**Figure 4C**). This was consistent with the IL-4 treated Rα^Td/Td^ mice exhibiting characteristics of macrophage activation syndrome, associated with splenomegaly and erythrophagocytosis (38). To further analyze and validate some of these genes and their association with RELMα at the single cell and protein level, we use t-SNE mapping of flow cytometry data of peritoneal cells (**Figure 4D**). The t-SNE plots indicated the presence of a small subset that shared SPM and LPM characteristics (black arrow). This subset had the highest expression of CD163 and MHC class II, and co-expressed RELMα in the Rα^+/+^ mice. Further, it was increased by four-fold in the Rα^Td/Td^ mice, suggesting that RELMα expression by this subset may provide an autocrine negative feedback to limit its own expansion. Consistent with the Nanostring data, the MHCII^hi^ expressing subsets (**Figure 4D**, red) were expanded in the Rα^Td/Td^ macrophages, especially in the SPM and SPM->LPM subsets, consistent with the significantly increased MHCII MFI in SPM but not LPM in Rα^Td/Td^ mice (**Figure S2C**). however, there was heterogeneous distribution in LPM reflecting two functionally distinct LPM subsets in response to IL-4. Anti-CD163 surface staining confirmed the Nanostring data that Rα^Td/Td^ macrophages had significantly elevated CD163 expression in the SPM, LPM and the SPM to LPM cell subset, and was co-expressed with the M2 macrophage marker CD206 (**Figure 4D**). CD163 is a scavenger receptor for hemoglobin and is increased in M2 macrophages associated with hemophagocytic syndromes (48). Combined with the increased expression of genes associated with phagocytosis and scavenger functions, our observations that CD163^+^ M2 macrophages are significantly expanded in Rα^Td/Td^ mice (**Figure 4E**) point to a causal link between enhanced macrophage scavenging and the exacerbated IL-4 induced inflammation and splenomegaly in Rα^Td/Td^ mice (38, 49–51).

### RELMα-Expressing M2 Macrophages Support Regulatory T Cell Responses

Our *in vivo* data suggests that RELMα mice suffer from increased proinflammatory cytokine expression that is associated with enhanced macrophage activation, including increased expression of genes involved in T cell activation. We therefore investigated if macrophage-intrinsic RELMα dampens pro-inflammatory T cell responses using *in vitro* co-culture of peritoneal macrophages with splenocytes. Resident peritoneal macrophages from naive Rα^+/+^ or Rα^Td/Td^ mice were recovered and activated *in vitro* with IL-4, leading to significant RELMα secretion by Rα^+/+^ macrophages (**Figure 5A**). The macrophages were then recovered and co-cultured with CFSE-labeled splenocytes activated with anti-CD3. After 3 days of co-culture, only modest proliferation of effector CD4 T cells (CD4^+^CD25^-^) was observed (~15%) (**Figures 5B, C**), although robust proliferation was observed by day 6 (~70%) (**Figure S3C**). Although there were no differences in effector T cell proliferation, CD4^+^CD25^+^Foxp3^+^ regulatory T cells (Treg) exhibited robust proliferation (60-80%), which was significantly higher when co-cultured with IL-4 treated Rα^+/+^ macrophages compared to PBS treated Rα^+/+^ macrophages (**Figure 5D**). PBS-treated Rα^Td/Td^ macrophages supported equivalent Treg proliferation compared to PBS Rα^+/+^ macrophages, however IL-4 treated Rα^Td/Td^ macrophages were unable to enhance Treg proliferation (**Figure 5D**).

**Figure 5:**
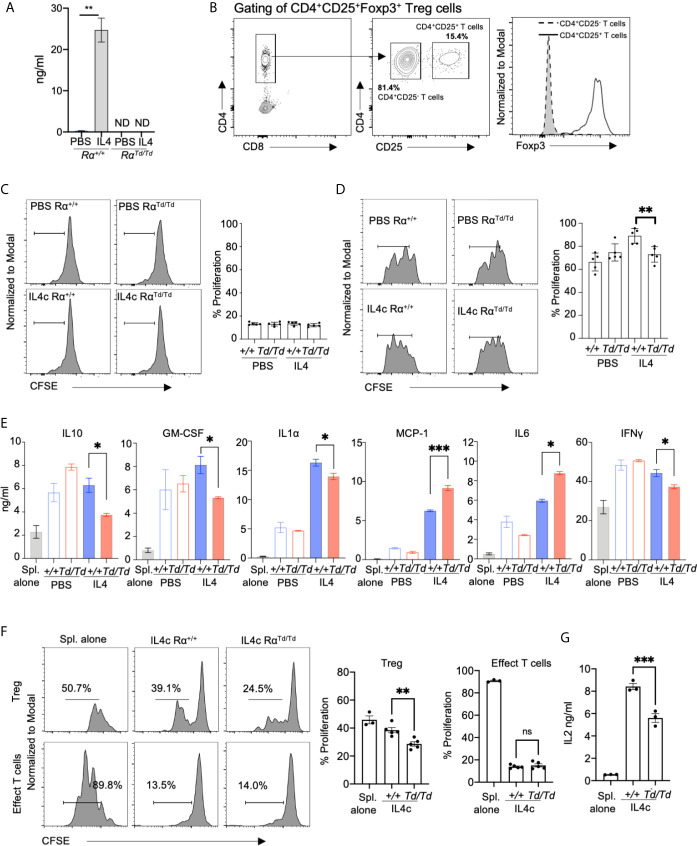
Macrophage-derived RELMα promotes regulatory T cell responses. Peritoneal macrophages from Rα^+/+^ or Rα^Td/Td^ mice were treated with PBS or IL-4 (20ng/mL) for 24h, washed then adherent macrophages were co-cultured for three days with CFSE-labeled splenocytes with anti-CD3 at a 1:10 (Mac : Splen ratio). **(A)** RELMα secretion by peritoneal macrophages treated *in vitro* with PBS or activated with IL-4. **(B)** T cell gating strategy. **(C, D)** Proliferation of CD4^+^CD25^-^ T cells **(C)** and CD4^+^CD25^+^FoxP3^+^ Tregs **(D)** when splenocytes are co-cultured with peritoneal macrophages treated *in vitro* with PBS or IL4 **(E)** Cytokine secretion measured at day 3 post-culture. **(F)** Proliferation of CD4^+^CD25^-^ T cells and CD4^+^CD25^+^FoxP3^+^ Tregs when splenocytes are co-cultured with F4/80+ peritoneal macrophages purified from *in vivo* IL-4c-treated mice. **(G)** IL-2 secretion measured at day 3 post-culture. ND, not detected; NS, not significant. *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001.

We evaluated the downstream effects of macrophage-Treg interaction by quantifying cytokine secretion. Macrophages or splenocytes cultured alone did not produce cytokines (**Figure 5E** and data not shown). Both PBS or IL-4 treated Rα^+/+^ macrophages-splenocyte co-cultures resulted in robust and equivalent secretion of IL-10, GM-CSF, and IFNγ, while IL-4-treated macrophages promoted enhanced secretion of IL-1α, MCP-1, IL-6. Co-cultures with PBS-treated Rα^Td/Td^ macrophages induced equivalent cytokine secretion to PBS-treated Rα^+/+^ macrophages, however, IL-4-treated Rα^Td/Td^ macrophages were unable to promote cytokines associated with Treg differentiation and function (IL-10 and GM-CSF). Instead, IL-4-treated Rα^Td/Td^ macrophages promoted secretion of MCP-1, IL-6. We also observed a reduction in IFNγ and IL-1α secretion in co-cultures with IL-4 treated Rα^Td/Td^ macrophages. Given that the co-cultures consisted of macrophages and splenocytes, the cellular source of the cytokines is unclear. Since the splenocytes are treated with anti-CD3, we conclude that most of the cytokines detected are directly from T cells, or indirectly from T cells activating other splenocytes or the peritoneal macrophages to produce cytokines.

We also investigated *in vivo*-derived M2 macrophages by IL-4c intraperitoneal injection, followed by recovery and purification of F4/80^+^ macrophages at day 1, and co-culture with anti-CD3 stimulated splenocytes (**Figure 5F**). Similar to the *in vitro*-derived M2 macrophages, co-culture with Rα^Td/Td^ macrophages led to significantly reduced Treg proliferation compared to Rα^+/+^ macrophages, with no significant effect on effector T cells. The Rα^Td/Td^ co-cultures also had significantly reduced IL-2 levels compared with the Rα^+/+^ macrophage co-cultures (**Figure 5G**), which may explain the reduced Treg proliferation. Together, this data suggests that macrophage-derived RELMα promotes Treg responses and suppresses myeloid expression of chemokines and proinflammatory cytokines, but has a mixed effect on T cell polarization and inflammasome activation.

### Dysregulated Splenic T Cell Responses and Reduced Regulatory T Cells in RELMα-Deficient Mice

Based on the co-culture results that demonstrated a direct effect of macrophage-derived RELMα in supporting Treg responses, we sought to determine the *in vivo* relevance of this novel regulatory function for RELMα. We therefore evaluated peritoneal macrophage and splenic T cell responses in PBS or IL-4c-treated Rα^+/+^ or Rα^Td/Td^ mice. We observed significantly increased CD25 expression in the Rα^Td/Td^ LPM and SPM (**Figure 6A**), which may provide one mechanism for limiting IL-2 availability to Tregs (52). t-SNE mapping showed that most IL-4c induced Rα^Td/Td^ SPM and a small subset of Rα^Td/Td^ LPM expressed CD25, compared to low expression in IL-4c induced Rα^+/+^ macrophages (**Figure 6B**). To validate the *in vitro* finding of impaired Treg responses in the absence of RELMα, we quantified Treg frequencies in the spleens of PBS or IL-4c-treated Rα^+/+^ and Rα^Td/Td^ mice. Immunofluorescent analysis of the periarteriolar lymphoid sheath of the spleen confirmed that IL4c-treated Rα^Td/Td^ mice had significantly reduced Foxp3^+^ cells (**Figures 6C, D**). Additionally, IL-4c treatment led to detectable RELMα protein expression in Rα^+/+^ mice and Td protein in Rα^Td/Td^ mice (**Figure 6C**), suggesting local effects of RELMα on the spleen. Flow cytometry analysis of the spleen also revealed significant reductions in CD4^+^CD25^+^ Tregs in IL4c-treated Rα^Td/Td^ mice compared to Rα^+/+^ mice (**Figures 6E, F**).

**Figure 6:**
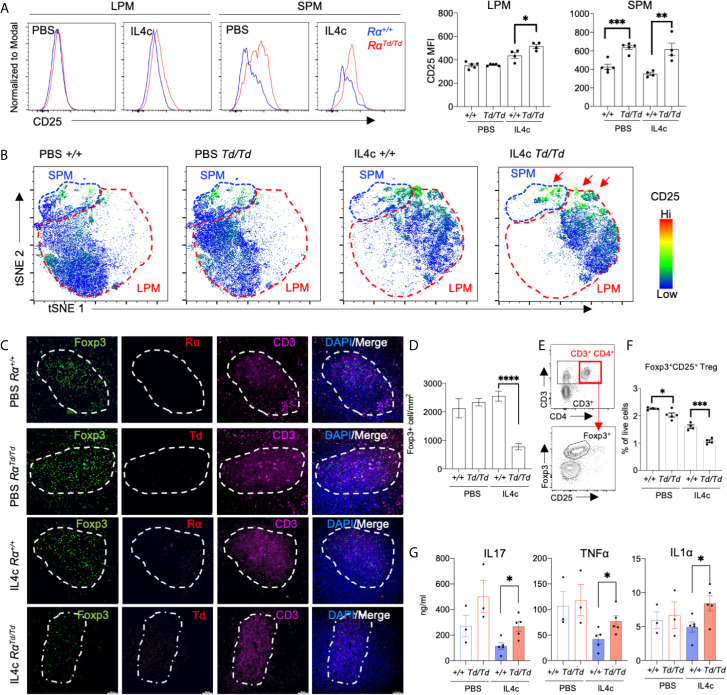
Impaired splenic regulatory T cell responses in RELMα-deficient mice are associated with increased inflammatory cytokines. Peritoneal cells and spleens from Rα^+/+^ or Rα^Td/Td^ mice treated with PBS or IL-4c were recovered for evaluation of macrophage and T cell responses. **(A)** CD25 expression in SPM and LPM. **(B)** t-SNE -guided gating of peritoneal cavity LPM and SPM and analysis of CD25. **(C, D)** Immunofluorescent staining for CD3, Foxp3, RELMα and Td was performed on spleen sections and Foxp3+ cells were quantified. Bar: 50μm. **(E)** Gating strategy for effector and regulatory splenic T cells. **(F)** Frequency of Tregs in spleen evaluated *ex vivo* by intracellular staining for Foxp3. **(G)** Cytokine secretion was quantified from splenocytes stimulated with αCD3/αCD28 for 72 hours. *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001; ****, p < 0.0001.

We next evaluated if the Treg deficiency in Rα^Td/Td^ mice was associated with dysregulated T cell polarization in the spleen. Anti-CD3 stimulation of splenocytes from IL-4c-treated Rα^Td/Td^ mice led to significantly increased secretion of IL-17A, TNFα and IL-1α compared to splenocytes from the counterpart Rα^+/+^ mice (**Figure 6G**). Combined, these *in vitro* and *in vivo* data reveal a previously unappreciated role for peritoneal macrophage-derived RELMα in mitigating IL-4 induced inflammation and immunopathology through promoting Treg responses and limiting proinflammatory macrophage and T cell responses.

## Discussion

As critical sentinels of the peritoneal cavity and visceral organs, the biology of peritoneal macrophages is increasingly being investigated (2, 53–56). These studies highlight the complexity and importance of these cells in response to infection and inflammation (55, 57), but also reveal their role in immune homeostasis (1, 2, 58, 59). Peritoneal macrophages follow similar activation pathways to other macrophage lineages, where M1 macrophages activated by IFNγ and TNFα have enhanced microbicidal or tumoricidal capacity and secrete high levels of pro-inflammatory cytokines and mediators (60), while IL-4 activated M2 macrophages reduce inflammation and contribute to tissue repair through secretion of IL-10 and TGF-β (61, 62). Although M2 macrophages have anti-inflammatory roles, dysregulation of these signaling pathways also induce inflammation and immunopathology (38), which we investigated using the *in vivo* model of IL-4c induced peritonitis. RELMα is a signature marker of small peritoneal macrophages under homeostatic conditions and is highly expressed by small and large peritoneal macrophages in a type 2 cytokine environment. However, the potential contribution of RELMα to peritoneal macrophage activation, function, or effects on other immune or resident cells are unknown. We addressed this question by generating RELMα transgenic mice and found that RELMα expressed by peritoneal macrophages acts back to limit macrophage proliferation and activation. Macrophage-derived RELMα was also critical to support regulatory T cell proliferation and function.

Genetically deficient RELMα mice have been previously investigated (28, 29, 31), and one study generated a RELMα-cre recombinase mouse line that enabled fate mapping of RELMα-expressing cells and diphtheria toxin-induced deletion of these cells (23). In the fate mapping RELMα-cre mice, any cell in which the *Retnla* promoter has been active at any time, will have constitutive reporter protein expression throughout its lifespan, therefore potentially overrepresenting RELMα expression. In contrast, the reporter mouse model described here can reflect temporal changes in *Retnla* promoter activity. Here, we validate its utility as a faithful reporter by side-by-side analysis of TdTomato reporter and RELMα mRNA and protein expression. Compared to the RELMα-cre mice, or other studies in helminth infection, we found that peritoneal macrophages were the dominant source of RELMα, while eosinophils and B1 cells only expressed modest levels of RELMα in response to IL-4. Our data is consistent with RNA-seq and Immgen datasets that evaluate naïve immune cell subsets (13), where small peritoneal macrophages are the highest RELMα expressors. Compared to other mouse models, these mice offer the potential to specifically delete RELMα within individual cells. Furthermore, this alleviates the need for diphtheria toxin, that causes apoptosis and can have pathologic consequences independent of RELMα function. In this study, we validated our transgenic mice by crossing them to a universal cre-deleter mouse line, however, this transgenic mouse model provides the valuable opportunity in future studies to delete RELMα in specific cell-types.

Consistent with other studies demonstrating a protective and anti-inflammatory role for RELMα, we show that RELMα is only expressed in naïve small peritoneal macrophage but is expressed by small and large peritoneal macrophages in IL-4-induced peritonitis. Within the peritoneal cavity, the main cell target of RELMα was the large peritoneal macrophage (LPM), where RELMα limited LPM proliferation and activation. This suggests that the same cell-type that produces RELMα is also its target, suggesting a macrophage-intrinsic negative feedback loop. Since IL-4 drives significant expansion of peritoneal resident macrophages, it may be important for immune homeostasis and energy conservation to have internal feedback mechanisms, such as RELMα, to keep this process in-check. For instance, sustained IL-4 exposure leads to immunopathology such as the macrophage activation syndrome, where splenomegaly is observed (38). The treatment regime in our studies involved only two IL-4c injections, however, Rα^Td/Td^ mice had already begun to exhibit immunopathologic features such as splenomegaly.

Gene expression analysis of the peritoneal macrophages from wild-type or RELMα-deficient mice indicated dual effects for RELMα in limiting proliferation and promoting survival, while also regulating macrophage polarization. 

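Bcl2, Ctss and Pim2 were not called different between genotypes after IL-4c. Bcl2 was at 43.5 ± 6.67 normalized counts (SD, n = 4) in Rα Td/Td and 56.9 ± 19.9 (n = 3) in Rα+/+ macrophages, a log2 fold change of -0.32 (SE 0.29, adjusted p = 0.555 from limma), and was lower in Rα Td/Td mice in every setting that was run. Ctss was at 3260 ± 546 and 2267 ± 103, a log2 fold change of 0.51 (SE 0.15, adjusted p = 0.102), called without mouse 9 (0.59, adjusted p = 0.0488). Pim2 was at 44.7 ± 2.40 in Rα Td/Td mice, while in Rα+/+ mice it was at 36.4 in mouse 6 and at the floor in mice 5 and 7 (log2 fold change 0.47, SE 0.12, adjusted p = 0.0818), and with a single floor for all mice the difference was 0.00. Of 4 genes that the study describes as lower in Rα Td/Td macrophages, Dusp2 and Batf were lower and Cebpa and Laptm5 higher. One of the 4, Dusp2, was called over all genes tested, and 2 were called when adjusted over the list alone, which the study drew from these samples, so that this is not independent evidence.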

RELMα-deficient macrophages had reduced expression of checkpoint inhibitors Dusp2, Batf (43, 63), but increased expression of anti-apoptotic signals such as Bcl2, Ctss and Pim2 (**Figure S3B**) (64, 65). RELMα-deficient macrophages exhibited increased genes associated with functional myeloid pathways compared to wild-type macrophages, suggesting overall enhanced myeloid activation. These included increased expression of Cd74, Cd14, Mpeg1, Ccl6 and MHCII, increased complement factors associated with the coagulation cascade (C1qa, C1qb, C1qc), and higher expression of phagocytic and scavenger receptors (Mertk, Cd32, Cd16, Marco). 

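Cd14 was called higher in Rα Td/Td macrophages after IL-4c, at 680 ± 183 normalized counts (SD, n = 4) against 337 ± 26.8 (n = 3) in Rα+/+ mice, a log2 fold change of 0.97 (SE 0.20, adjusted p = 0.0421 from limma). The call held only without mouse 9 or mouse 10 and in 6 of the 11 other settings with an adjusted p, and the log2 fold change lay between 0.86 (without mouse 12) and 1.09 with single mice left out. Centring gave 0.79 and quantile normalization 0.73. Mpeg1 was at 495 ± 168 and 257 ± 22.9, a log2 fold change of 0.89 (SE 0.25, adjusted p = 0.102). The gene that encodes CD32, Fcgr2b, was at 4551 ± 660 in Rα Td/Td and 4376 ± 370 in Rα+/+ mice, and the direction of that difference depended on the scaling. For CD16 the values of Fcgr3 were 1498 ± 360 and 930 ± 69.7.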

Most of RELMα-deficient macrophages upregulated genes associated M1 macrophage activation and antimicrobial function, including Cybb (66), Ifnar2 (67), Birc3 (68), Ccr5 (69) and Cd84 (70) (**Figure S3B**). In contrast, RELMα deficiency did not affect expression of other M2 macrophage signature genes such as Ym1 or Arginase, suggesting a regulatory effect of RELMα through inhibiting M1 activation, rather than promoting M2 activation.

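Of Cybb, Ifnar2, Birc3 and Cd84, none was called after IL-4c, and all 4 had a higher mean in Rα Td/Td macrophages. Birc3 was at 273 ± 50.1 normalized counts (SD, n = 4) in Rα Td/Td and 186 ± 5.36 (n = 3) in Rα+/+ mice, a log2 fold change of 0.54 (adjusted p = 0.0818 from limma), and was called without mouse 9 (0.65, adjusted p = 0.012). After PBS it was called higher (0.69, adjusted p = 0.0436), a call kept only without mouse 9 or mouse 11 and not after either rescaling, with log2 fold changes between 0.64 (without mouse 4) and 0.73 (without mouse 3). Cybb (log2 fold change 0.41, adjusted p = 0.111) and Ifnar2 (0.47, adjusted p = 0.102) fell to 0.11 and 0.21 with quantile normalization. Cd84 had a log2 fold change of 0.39 (adjusted p = 0.144).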

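After IL-4c, Chil3, which encodes Ym1, differed between genotypes by a log2 fold change of -0.27 (SE 0.22, adjusted p = 0.52 from limma), and Arg1 by -0.11 (SE 0.35, adjusted p = 0.88). Neither was called, and quantile normalization turned both signs, with Arg1 at 0.55 and Chil3 at 0.69, where Chil3 was called (adjusted p = 7.64e-05). Without mouse 11 the Arg1 difference was 0.01. Chil4 (-0.21, adjusted p = 0.683) and Rnase2a (-0.09, adjusted p = 0.947) were not called either, and their signs turned as well, for Chil4 with quantile normalization (0.46) and for Rnase2a without mouse 6 (0.14), 7 (0.07), 11 (0.21) or 12 (0.00). Arg1 rose with IL-4c by 3.54 on the log2 scale in Rα+/+ and 5.60 in Rα Td/Td macrophages (adjusted p = 0.000136 and 3.53e-06), responses whose difference was 2.06 (adjusted p = 0.10). After PBS, Arg1 was at 510 and 753 normalized counts in the Rα Td/Td mice and 1532 and 5062 in the Rα+/+ mice, a log2 fold change of -2.17 (SE 0.45, adjusted p = 0.0215), called lower. That call was lost without mouse 2 (-1.30), 3 (-1.89), 4 (-2.45) or 10 (-2.17).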

Although gene expression analysis was performed on bulk-sorted peritoneal macrophages and did not distinguish monocyte-derived SPM from resident LPM, RELMα deficiency resulted in a heterogeneous macrophage phenotype with SPM and LPM markers. These included increased expression in RELMα-deficient macrophages of LPM-specific genes such as Timd4 and Cxcl13, but also SPM-associated genes MHCII, CD62L (Sell), CD38 and CD74 (71, 72). 

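Timd4 was at 1441 ± 147 normalized counts (SD, n = 4) in Rα Td/Td and 1147 ± 96.8 (n = 3) in Rα+/+ macrophages after IL-4c. Cd38 was at 463 ± 64.5 and 310 ± 79.7, a log2 fold change of 0.60 (SE 0.18, adjusted p = 0.102 from limma). It was not called without any one mouse or in any other setting that gave an adjusted p. Cd74 was at 6278 ± 2479 and 2871 ± 885.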

IL-4c-induced peritonitis has been previously shown to be caused by resident LPM proliferation rather than the recruitment of blood monocytes (17, 73). In our studies both Rα^Td/Td^ SPM and LPM showed evidence of increased proliferative capacity with elevated Ki67 expression compared to Rα^+/+^ macrophages, yet we did not observe significantly increased SPM numbers. It is possible that in the RELMα^-/-^ environment, SPM were transitioning to LPM, as has been reported in inflammatory environments (71–73). Indeed, the absence of RELMα led to increased circulating inflammatory cytokines including TNFα, IFN*γ*, IL-6 and IL-1α, and exacerbated splenomegaly. Gene expression analysis revealed increased genes associated with growth factor signaling and angiogenesis (e.g. Pdgfb, Ncf2 and Fn1) in the RELMα-deficient macrophages, which could have contributed to the splenomegaly.

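Of 32 genes that the text describes as higher in Rα Td/Td macrophages after IL-4c, 31 were higher, with a median log2 fold change of 0.57 over the 32. Over all genes tested, 6 were called, namely Cxcl13, H2-Aa, H2-Ab1, Mertk, Rab20 and Cd14. At an unadjusted p of 0.05 or less there were 29, and 29 were called when adjusted over the list alone. The study chose these genes on the same samples, so the latter count is not independent evidence. Centring left 30 of the 32 higher and 2 called, and quantile normalization left 30 higher and 3 called. The number called was 15 without mouse 9, 2 without mouse 6 or mouse 10, 1 without mouse 7 or mouse 11, and 0 without mouse 1, 2, 3, 4, 5 or 12. H2-Ab1 was at 3741 ± 980 normalized counts in Rα Td/Td and 965 ± 168 in Rα+/+ mice after PBS (SD, n = 2 each) and at 1885 ± 569 and 727 ± 236 after IL-4c. H2-DMa was at 432 ± 55.8 and 177 ± 32.3 after PBS and at 299 ± 47.6 and 202 ± 18.8 after IL-4c, the latter a log2 fold change of 0.55 (adjusted p = 0.102 from limma).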

The main regulatory effects of RELMα in limiting inflammation and immunopathology were observed following IL-4 treatment, however, MHCII genes (H2-Aa, H2-Ab1 and H2-DMa) were consistently elevated in the RELMα-deficient macrophages in both PBS and IL-4c treatment, suggesting a potential effect of RELMα on antigen presentation in a homeostatic or type 2 cytokine environment. To investigate the role of macrophage-intrinsic RELMα in T cell responses, we performed splenocyte co-cultures with peritoneal macrophages from wild-type or RELMα-deficient mice. RELMα deficiency had no significant effect on effector T cell responses, however, was unable to support optimal regulatory T cell proliferation. The direct mechanism underlying this defect is unclear, however, cytokine quantification revealed decreased Treg-associated cytokines GM-CSF (74) and IL-10, and conversely increased IL-6 in RELMα-deficient macrophage co-cultures. These co-culture findings were supported by the *in vivo* studies, where there was reduced Treg frequency in the spleen, but enhanced Th17 cell responses. RELMα-deficient macrophages had increased expression of the IL-2R (CD25), suggesting that they may limit IL-2 availability to the Tregs (75, 76), which was supported by our finding that IL-2 levels were significantly reduced in RELMα-deficient macrophage co-cultures. However, further experiments are needed to functionally link CD25 expression with IL-2 consumption by RELMα-deficient macrophages. Also, future investigation of the Tregs is warranted, such as their ability to suppress naïve T cells, and how their function is altered by RELMα. Immunofluorescent staining validated Treg reduction in the spleen, which may have contributed to the splenomegaly by removal of this regulatory brake. Macrophages in the spleen express RELMα, therefore splenic macrophage function may be similar to what was observed for the peritoneal cavity macrophages. An alternative possibility is that peritoneal macrophages migrate to the spleen, as prior studies observed peritoneal macrophage migration to other organs such as the liver in response to injury (2). Previous studies used bone marrow-derived macrophages or dendritic cells and *in vivo* helminth infection to address RELMα function in T cell polarization (28–30). Findings from these studies revealed many effects of RELMα on T cells, such as limiting Th2 cell polarization and promoting T cell-derived IL-10. Our studies support an immune regulatory role for RELMα on Tregs. However, we did not observe any differences in Th2 cell polarization, potentially because we interrogated the effect of RELMα on IL-4-induced responses, compared to the more complex outcomes and regulatory networks in helminth infection. Here, we further demonstrate the *in vivo* significance of resident peritoneal macrophages, which express significantly higher levels of RELMα than *in vitro* bone marrow-derived cells. We also identify a targeted effect of RELMα on promoting Treg proliferation with functional consequences to limit spleen immunopathology. Overall, these studies identify dual effects of macrophage-intrinsic RELMα in limiting macrophage activation while supporting Treg responses with the overall effect of limiting type 2 cytokine-mediated immunopathology. Investigation of this macrophage-Treg axis, and how it is influenced by RELMα, will be an important future direction to assess the biological significance of this interaction beyond IL-4c injection. Specifically, this immune regulatory role for RELMα in the peritoneal cavity may critically influence the outcome of type 2 cytokine-biased diseases such as helminth infection, injury and repair to visceral organs (77–80), but conversely may have impact in other settings where peritoneal macrophages and Tregs are detrimental such as in cancer metastases (81, 82).

## Data Availability Statement

The data has been uploaded to NCBI - accession number is GSE174606.

## Ethics Statement

The animal study was reviewed and approved by University of California Riverside Institutional Animal Care and Use Committee.

## Author Contributions

MN and JL conceptualized the study. JL and NL developed the methodology. JL, SK, and NL performed the investigation. MN and JL performed the formal analysis. MN and JL wrote the article. SK and DC edited the manuscript. MN and DC supervised the study. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the UCR School of Medicine (to MN), and the National Institutes of Health (NIAID, R01AI153195 to MN). DC was supported in part by the National Institutes of Health (NICHD, R01HD091167). 

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Macrophage-Regulatory T Cell Interactions Promote Type 2 Immune Homeostasis Through Resistin-Like Molecule α
**Source:** Front Immunol. 2021 Jul 19;12:710406. doi: 10.3389/fimmu.2021.710406
**Supplement:** Supplementary file 1

Figure S1

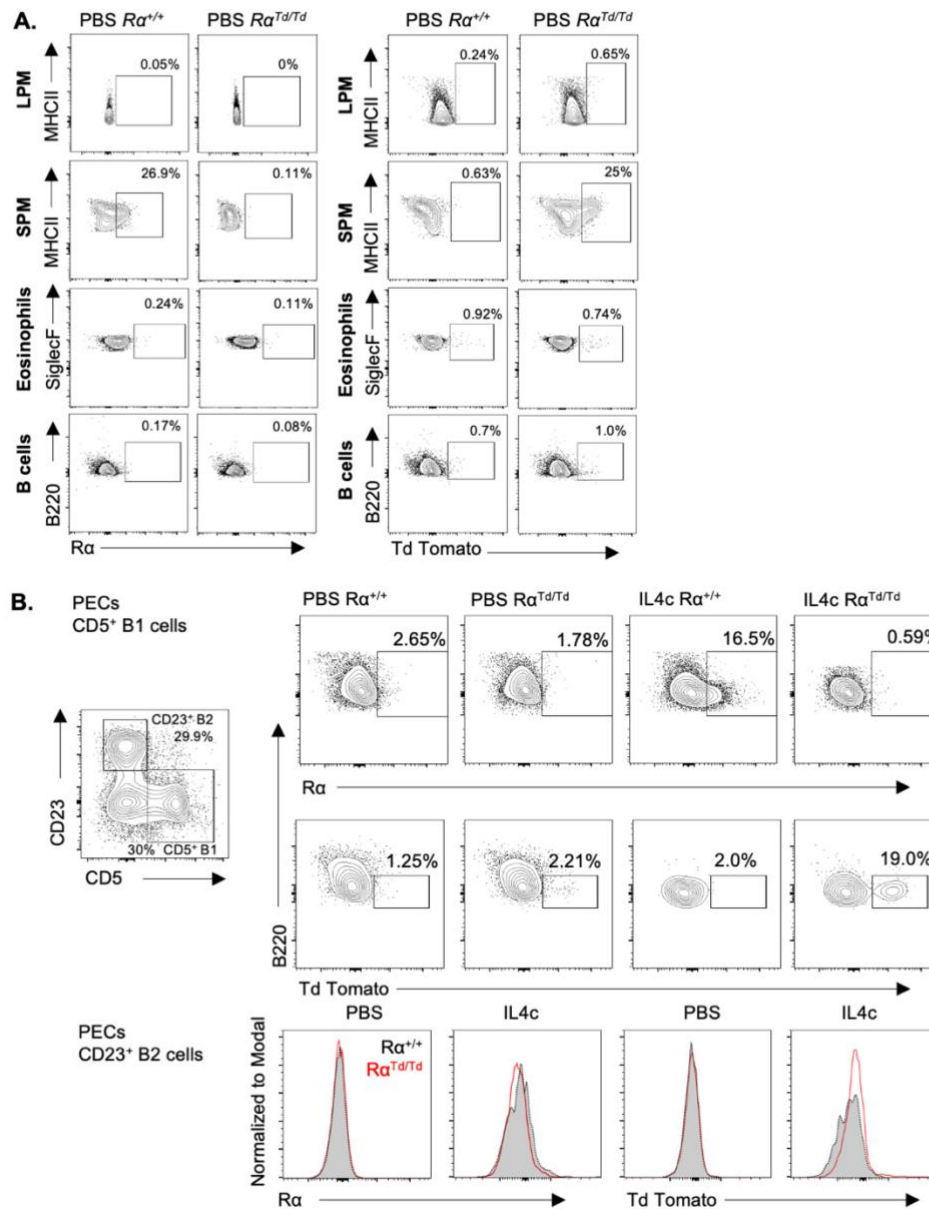

### Supplementary Figure S1.

PBS or IL4c-injected  $R\alpha^{+/+}$  or  $R\alpha^{Td/Td}$  mice were sacrificed at day 4 post injection. **(A)** Flow cytometry gating and analysis of large and small peritoneal cells (LPM and SPM), eosinophils and B cells from PBS-injected mice for Td and RELM $\alpha$  protein. **(B)** RELM $\alpha$  and Td expression in peritoneal CD5<sup>+</sup>B1 cells and CD23<sup>+</sup> B2 cells from PBS or IL-4c-treated mice.

## RELM $\alpha$ promotes serosal macrophage homeostasis

Figure S2

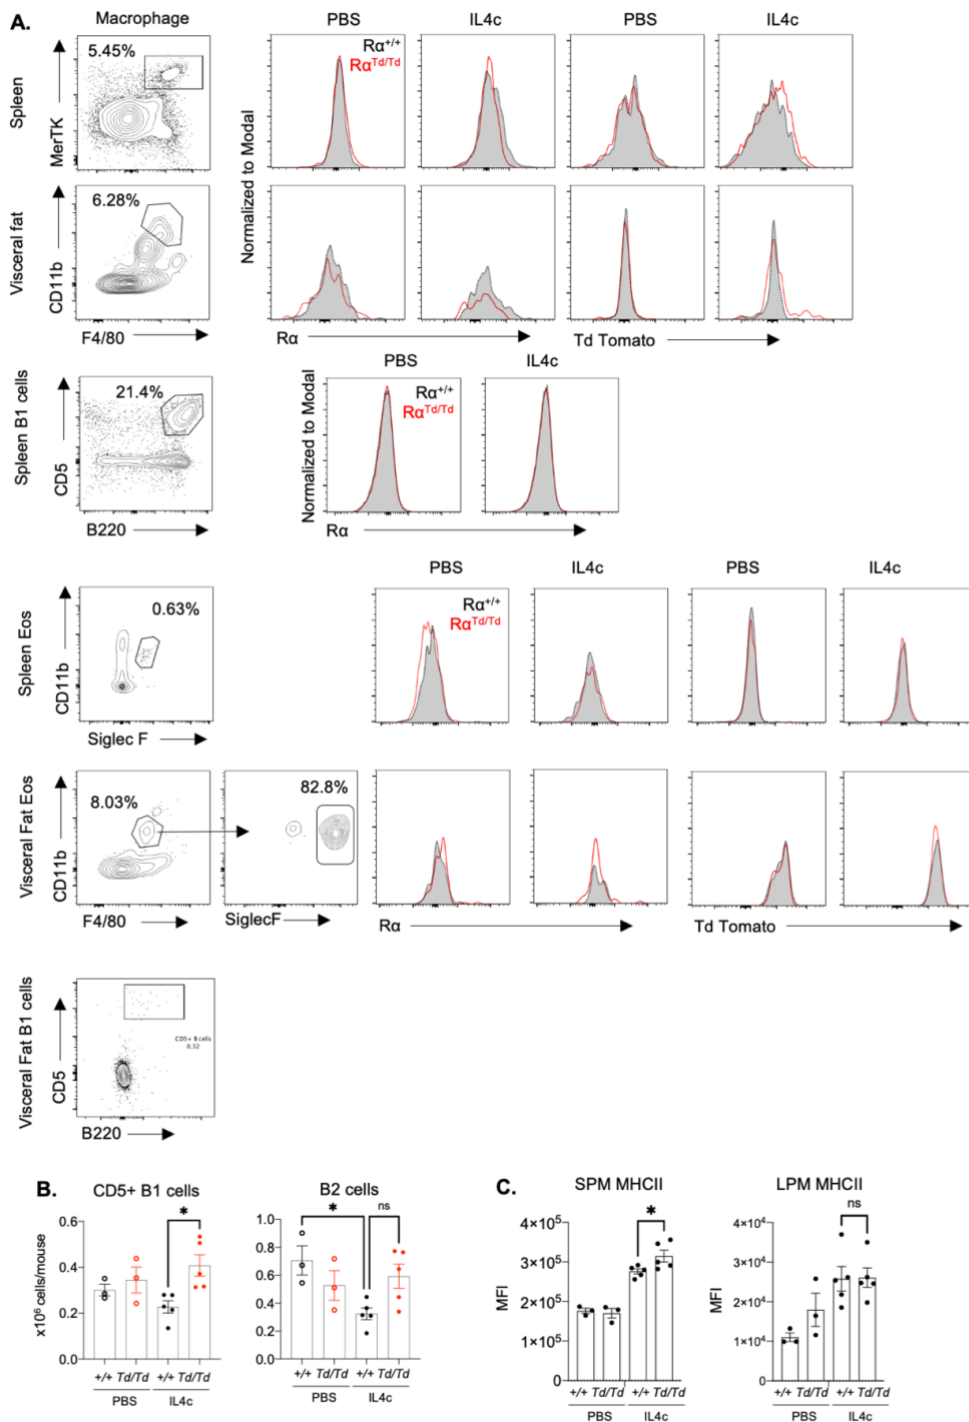

**Supplementary Figure S2.**

(A) Flow cytometry gating and analysis of RELM $\alpha$  and Td expression in spleen and visceral fat macrophages, B cells and eosinophils. (B) Peritoneal B1 and B2 cells numbers in PBS and IL-4c-treated mice. (C) MHC2 MFI of SPM and LPM isolated from PBS and IL-4c-treated mice.

Figure S3

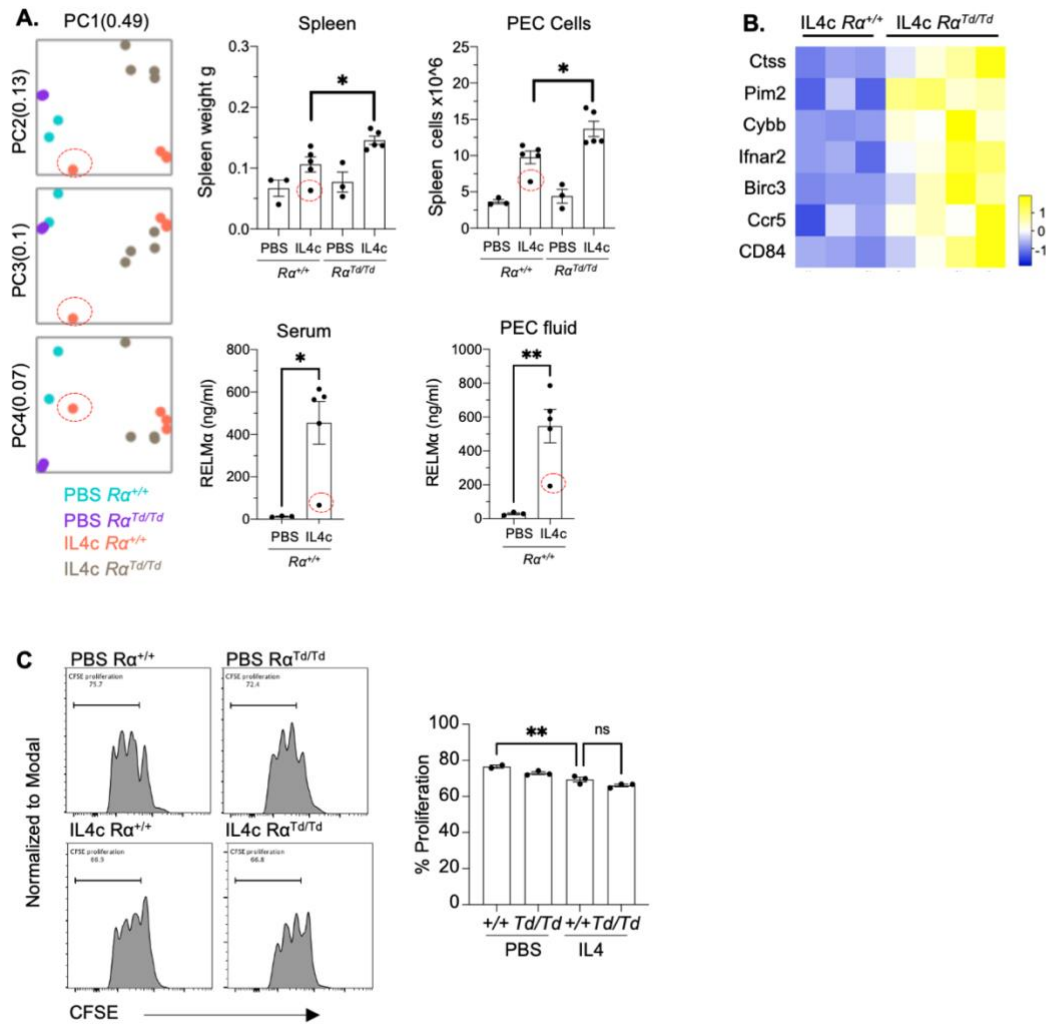

**Supplementary Figure S3.**

(A) Principal component analysis identifies one outlier in IL-4c-treated  $Ra^{+/+}$  sample, which is confirmed by spleen weight and PEC cell counts, and serum and PEC RELM $\alpha$  levels (see red circle). (B) Heatmap of macrophage gene expression in different groups. 

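A heatmap colours each gene by its level in each mouse relative to the others. For genes that were at the floor in some mice, the colour of those mice stands for the floor and gives no order among them. Of the tested genes, 303 were above the floor in every mouse.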

(C) Effector T cell proliferation at day 6 post co-culture with naïve peritoneal macrophages treated *in vitro* with PBS or IL-4.

# RELMα promotes serosal macrophage homeostasis

Table S1

| Figure 1E       |         | Figure 1F    |          | Figure 4         |         | Figure 6        |         |
|-----------------|---------|--------------|----------|------------------|---------|-----------------|---------|
| FITC            | Arg     | FITC         | Arg      | FITC             | TNFα    | FITC            | CCR1    |
| PE-Texas Red    | SiglecF | PerCP        | MHCII    | PerCP            | CD3     | PE              | CD25    |
| PerCP-Cy5.5     | CD4     | PerCP Cy5.5  | CD4      | PerCP Cy5.5      | IL-17   | PE-Texas Red    | SiglecF |
| PE-Cy7          | F4/80   | PE           | TdTomato | PerCP eFlour 710 | B220    | PerCP-Cy5.5     | CD4     |
| APC             | Rα      | PE-Texas Red | SiglecF  | PE               | Gata3   | PE-Cy7          | F4/80   |
| Alexa Fluor 700 | MHCII   | PE Cy5       | CD11c    | PE-Texas Red     | SiglecF | APC             | CD206   |
| A780            | CD11b   | PE Cy7       | F4/80    | PE Cy5.5         | Foxp3   | Alexa Fluor 700 | MHCII   |
| BV421           | Ly6G    |              |          | PE Cy7           | Ly6c    | A780            | B220    |
| BV510           | CD19    |              |          | APC              | Rα      | BV421           | Ly6G    |
| BV605           | CD11c   |              |          | Alexa Fluor 700  | MHCII   | BV510           | CD11b   |
|                 |         |              |          | APC Cy7          | CD11b   | BV605           | CD11c   |
|                 |         |              |          | Pacific Blue     | CD163   | BV650           | CD8     |
|                 |         |              |          | AmCyan           | Ly6G    |                 |         |
|                 |         |              |          | Pacific Orange   | CD8     |                 |         |
|                 |         |              |          | Qdot 605         | CD11c   |                 |         |
|                 |         |              |          | Qdot 655         | F4/80   |                 |         |
|                 |         |              |          | BV711            | CD4     |                 |         |

Supplementary Table 1.

The flow parameters used to run the t-SNE analyses in each specified panel.

How the deposited data were processed for this re-analysis (not part of the article)

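The values analysed come from 11 mice whose F4/80+CD11b+ peritoneal macrophages were sorted after injection of PBS or IL-4c, with 2 PBS-treated Rα+/+, 2 PBS-treated Rα Td/Td, 3 IL-4c-treated Rα+/+ and 4 IL-4c-treated Rα Td/Td mice. The IL-4c-treated Rα+/+ sample that the study removed was not analysed here. All 11 columns of the table were used. They hold 1 mouse each, and no pair of columns was a technical repeat of the other.

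The authors lysed sorted cells, counted transcripts with the Nanostring Myeloid Innate Immunity v2 panel, and normalized the raw counts to 4 housekeeping genes in the Nanostring Advanced Analysis software. The gene values they deposited are linear signal in normalized counts, not raw counts. In each column 1 factor had been applied to every gene, low values had been replaced by 30, and the 14 control probes had been left as raw whole counts. These properties were tested on the values: the geometric mean of the 4 housekeeping genes was the same in every column, and the values between the floor and 1000 normalized counts were whole multiples of a single step. The paper's text names neither a background subtraction nor the version of the software.

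Dividing each column by its factor gave the counts, and their sum over genes above the floor, between 268858 and 574505 per mouse, is the depth. The floor was 30 counts or 30 normalized counts, whichever was higher, so the lowest value that could be measured was 30.5 to 56.3 normalized counts, depending on the mouse. Values at the floor have no order. A gene at the floor in all mice of a group has a limit there and no level, and fitted log2 fold changes against such a group depend on the floor. A second limit on precision is the number of mice, which was 2 in each PBS-treated group.

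The choices in this paragraph were made before the data were examined. The 445 genes with a mean above 30 normalized counts were tested out of 754. Values were log2-transformed after adding 1 and fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per group and empirical Bayes moderation over all 11 mice. The 5 comparisons were IL-4c against PBS in Rα+/+ and in Rα Td/Td mice, Rα Td/Td against Rα+/+ after PBS and after IL-4c, and the difference between the genotypes in their IL-4c response. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p of 0.05 or less was called. The MHC class II and cell cycle lists were tested as sets with limma's fry (main) and camera with a correlation of 0.01 between genes, in 5 tests. Principal components were computed on centred, unscaled log2 values, and the shares of treatment and genotype were tested by exact permutation. The named genes are Retnla, every gene that the paper's text names for the Nanostring experiment or that Figs. 3C–G, 4A and S3B label, and, for each comparison, the 5 called genes with the largest rise and the 5 with the largest fall whose groups do not overlap, a condition not applied to the difference in response. Marker lists for B cells, T cells, neutrophils or monocytes, small peritoneal macrophages, large peritoneal macrophages and eosinophils served to weigh RNA from other cells. Some of the named genes are not reported here.

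The alternatives set at the same time were no filter, a mean above 100, more than 30 normalized counts in every mouse, centring of each mouse on its median gene, quantile normalization, 10 added in place of 1, each mouse left out in turn, only the 2 groups compared, limma with a mean-variance trend and robust moderation, the methods' unpaired t-test with and without Benjamini-Hochberg adjustment, an unadjusted p from limma, unit-variance scaling for the principal components, and camera for the sets. Those planned for raw counts were not run, since the table does not hold raw counts. A single floor of 56.3 for all mice and Welch's form of the t-test, with and without adjustment, were chosen after seeing the data.

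The fits were tested on log2 values simulated without a floor from the means and spreads of the 445 genes, with 200 of them changed. Of changes of 1 on the log2 scale, 86.0% and 87.0% were recovered for IL-4c in Rα+/+ and Rα Td/Td mice, 83.0% for the genotypes after PBS and 91.5% for the genotypes after IL-4c, and of the genes called in these simulations, at changes of 0.5, 1 or 2, between 0% and 7.03% were false. Between genotypes 43 and 12 genes were called in the data. With fewer changed genes the adjustment is stricter, so the rates for the genotypes may be too high. The factor was recovered in 11 of 11 simulated columns. The fry test called 400 of 400 shifted sets and 20 of 400 unshifted sets.

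The pathway scores of Fig. 4B were left out, since the gene sets behind them were not used here, and so were the flow cytometry, ELISA and co-culture results, which these values do not cover.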

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

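The tests chosen only after the results were seen were those of the floor, of an early response to handling and of the amount of RNA in a lane. In the group of 4 IL-4c-treated Rα Td/Td mice, 1 mouse lay far from the other 3 for 4 of 50 genes examined. Chance gives about 1 in 20. Ccl6 was at 6261 normalized counts in mouse 12 and between 3083 and 3316 in the others, and Cybb at 4322 in mouse 11 and between 3168 and 3319 in the others. Rab20 was at 127 in mouse 11. Nfatc2 was at 33.3 in mouse 9 and at the floor in the others, and since the lowest measurable values of the 4 mice were 30.5 to 34.4, the floor leaves the size of that gap unknown. The 4 genes fell on 3 different mice, with 2 on mouse 11. By the same measure, no mouse lay far from the others in its counts or genes above the floor, scaling factor or positive controls, which argues against a lane of different depth. Whether the values of Ccl6, Cybb and Rab20 are technical stays open, since every mouse was measured once. No biological explanation was tested.

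The IL-4c response differed between genotypes for 9 genes (adjusted p at or under 0.05 from limma). Retnla, the gene that the allele replaces, had the largest difference on the log2 scale (-5.03, adjusted p = 3.66e-07), followed by Fscn1 (1.93, adjusted p = 0.00028) and Dusp2 (-1.84, adjusted p = 5.53e-05). These 3 kept their calls without any one mouse and in every other setting that tested them. Fscn1 was at the floor in all IL-4c-treated Rα+/+ mice and in 3 of 4 Rα Td/Td mice, so its difference rests on the levels after PBS, 416 ± 81.9 normalized counts in Rα+/+ and 110 ± 15.0 in Rα Td/Td mice (SD, n = 2 each). For Dusp2, at the floor in all mice outside the IL-4c-treated Rα+/+ group, the floor sets the size of the fitted value, and with a single floor for all mice it was -0.95 and still called. The genotype is a biological difference that stays open for Fscn1 and Dusp2 and was not tested apart from the mice that carry it.

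Cxcr4 (-1.27, adjusted p = 0.0193), Jun (-1.22, adjusted p = 0.022) and Atf3 (-1.19, adjusted p = 0.0154) had a lower response in Rα Td/Td mice, where all 3 were higher after PBS. Cxcr4 was at 103 and 113 normalized counts there, against 30.0 and 36.8 in Rα+/+ mice, Jun at 564 ± 44.4 against 255 ± 16.9, and Atf3 at 752 ± 35.7 against 367 ± 81.7 (SD, n = 2 each). The call of Cxcr4 was lost without mouse 4 (-1.2), 6 (-1.17) or 7 (-1.26), and that of Atf3 without mouse 4 (-1.14) or 6 (-1.18). That of Jun was lost without mouse 2 (-1.15), 4 (-1.14), 5 (-1.22), 6 (-1.24), 7 (-1.2) or 10 (-1.2), and with centring (-1.26). With the single floor the Cxcr4 difference was -0.60 and not called. An early response to cell handling in the PBS-treated Rα Td/Td mice is a candidate explanation, under which other early response genes would be higher in the same mice. On a list of 6 such genes, written after the values were seen, the median difference after PBS was 0.69. Fosb (1.11) and Btg2 (1.05) were called, Fosb only with all mice or without mouse 2 or 9 and down to 0.66 without mouse 1, Btg2 only with all mice or without mouse 1, 7, 9, 11 or 12 and down to 0.89 without mouse 2. Of the others, Nr4a1 (0.77), Ier3 (0.60) and Dusp1 (0.29) were higher, and Nfkbia (-0.10) was lower. After IL-4c the median was 0.14. Handling and genotype cannot be told apart for these genes, because each genotype after PBS is a single pair of mice.

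Eif2b4 (0.97, adjusted p = 0.0193), Fpr1 (0.81, adjusted p = 0.044) and Batf (-0.94, adjusted p = 0.0345) are the other 3 genes. Eif2b4 lost its call without mouse 3 (0.97), 4 (0.97), 5 (0.96) or 6 (0.91), and Fpr1 without mouse 2 (0.83), 4 (0.66), 5 (0.81), 6 (0.81), 7 (0.81), 9 (0.83) or 10 (0.83) and with a trend and robust moderation. Batf lost it without mouse 2 (-0.90), 3 (-0.83), 4 (-1.05), 5 (-1.0), 6 (-0.96), 7 (-0.86) or 10 (-0.90), with the filter above 30 in every mouse, with quantile normalization, and with a trend and robust moderation. An uneven floor between mice has the values it needs for Eif2b4. Its values in the PBS-treated Rα+/+ mice, 54.7 and 56.3, lie near the lowest measurable 56.1 of a Rα Td/Td mouse, and with a single floor its genotype difference after PBS was 0.00 and its difference in response 0.04. For Mmp9, also called lower in Rα Td/Td mice after PBS, the single floor left -0.31 and no call. The floor and genotype cannot be told apart for Mmp9, because 1 of its Rα+/+ values (87.0) lies above that floor and the other (51.5) under it. The floor is excluded as the whole cause for Arg1, Fscn1 and Fpr1, which all stayed called lower after PBS with the single floor, with a log2 fold change of -0.75 for the smallest fall, that of Fpr1. Batf was above the floor in every mouse, and no other explanation was tested for it.

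The positive control probes, on which the paper does not report, differed between treatments relative to the housekeeping genes. The IL-4c lanes had a median of 2.86 housekeeping counts per positive control count (range 2.47 to 4.10), against 0.925 in the PBS lanes (range 0.890 to 2.29, the highest in mouse 2). Among the IL-4c lanes the genotypes did not overlap, at 2.93 to 4.10 in Rα+/+ and 2.47 to 2.86 in Rα Td/Td mice. Their positive controls lay between 301 and 441 and between 507 and 623 counts, respectively. A difference between lanes and one of genotype cannot be told apart there. More RNA in the IL-4c lanes is a candidate explanation, under which lanes of one treatment with more housekeeping counts would have fewer positive control counts. This held for 4 of 21 pairs of IL-4c lanes and for 2 of 6 pairs of PBS lanes, which argues against it as a rule within a treatment. It stays open between treatments, since lanes of one treatment also differ in efficiency, which moves both counts together. A higher RNA content per cell after IL-4c, which the design allows, and a difference between lanes cannot be told apart, because no lane holds both treatments.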

How the results depend on the processing

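The tests chosen only after the results were seen were the single floor for all mice and Welch's form of the t-test. The counts of genes changed by IL-4c stayed within 1.5 times their main values of 206 and 231 under every alternative except Welch's test. Under those set before the data were examined, apart from the omission of single mice, they ranged from 146 to 239 in Rα+/+ mice and from 166 to 258 in Rα Td/Td mice. All 12 genes that the text describes as falling with IL-4c fell in both genotypes wherever they were tested. Their called number was between 8 and 12 in those same settings, and it was 8 in both genotypes with more than 30 normalized counts in every mouse, which tests fewer genes. The share of variance between treatments stayed between 75.0% and 76.1% with no filter, a mean above 100, both rescalings and 10 added in place of 1, and fell to 56.1% with unit-variance scaling. Over these 6 settings the share between genotypes lay between 18.7% and 21.6%, with Retnla among the genes each time. With no filter these shares cannot change, since the genes it adds were at the floor in every mouse. The first principal component went from 72.9% to 50.8% with unit-variance scaling, which by construction gives genes with small and large variance equal weight. As a set, the MHC class II genes were higher in Rα Td/Td mice in each alternative run on the sets, with medians of 1.29 to 1.65 after PBS and 0.63 to 1.15 after IL-4c, and the cell cycle genes rose with IL-4c in both genotypes in each of them. The filter above 30 in every mouse left too few cell cycle genes for a set test. With no filter the set tests cannot change, since genes at the floor in every mouse were left out of them. The fall of the cell cycle set between genotypes after IL-4c (median -0.12) was called by camera with its preset correlation and not by fry. Its median was -0.31 with centring and -0.35 with quantile normalization, where fry did not call it either.

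The counts of genes differing between genotypes changed with most of the choices. With no filter, 18 were called after PBS (43 in the main setting), 5 after IL-4c (12 in the main setting) and 0 of 32 genes that the text describes as higher (6 in the main setting, all from limma). The 5 genes after IL-4c were all lower. Genes at the floor in every mouse enter the fit in that setting. A mean above 100 gave 7 after IL-4c and 4 for the difference in response (9 in the main setting), and more than 30 normalized counts in every mouse gave 6 and 2. Both filters called 0 of 4 genes that the text describes as lower, since neither tests Dusp2, the 1 called in the main setting. Centring gave 22 after PBS, 2 of the 32 and 2 of the 4. Quantile normalization gave 24 after PBS, 17 for the difference in response and 3 of the 32. Comparing only the 2 groups, which leaves fewer mice to estimate the spread, gave 3 after PBS, 2 after IL-4c and 0 of the 32. The methods' t-test with Benjamini-Hochberg adjustment gave 2, 2 and 0. Without adjustment the t-test gave 73 after IL-4c, 28 of the 32 and 2 of the 4, and limma gave 102 after PBS, 97 after IL-4c, 69 for the difference in response, 29 of the 32 and 2 of the 4. With the single floor, 4 were called after IL-4c and 0 of the 32. Welch's test without adjustment gave 128 genes changed by IL-4c in Rα+/+ mice, 32 differing after PBS, 66 after IL-4c, 26 of the 32 and 2 of the 4. With adjustment it gave 16 and 148 changed by IL-4c in Rα+/+ and Rα Td/Td mice, 3 of the 12 genes described as falling with IL-4c in Rα+/+ mice, and 0 after PBS, after IL-4c, of the 32 and of the 4. Adding 10 in place of 1, and limma with a trend and robust moderation, kept every count within 1.5 times its main value. Except for fewer genes or mice, as named, the cause was not tested.

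Leaving out 1 mouse at a time gave 147 (without mouse 1) to 229 (without mouse 12) genes changed by IL-4c in Rα+/+ mice and 158 (without mouse 4) to 249 (without mouse 12) in Rα Td/Td mice. After PBS the genotypes differed in 3 (without mouse 4) to 73 genes (without mouse 1), with 19 without mouse 2 or 5, 21 without mouse 10, 25 without mouse 3 and 28 without mouse 7. After IL-4c they differed in 5 (without mouse 5 or 12) to 27 genes (without mouse 9), with 6 without mouse 1, 2, 3, 4 or 11 and 7 without mouse 6 or 7. The difference in response gave 3 (without mouse 4 or 6) to 34 genes (without mouse 1), and 5 without mouse 5 or 7. Of the 32 genes, 0 (without mouse 1, 2, 3, 4, 5 or 12) to 15 (without mouse 9) were called, with 1 without mouse 7 or 11 and 2 without mouse 6 or 10. Of the 4 described as lower, 1 was called each time. Of the 12 described as falling with IL-4c, 10 to 12 were called in Rα+/+ mice and 9 to 12 in Rα Td/Td mice. The first component held 69.9% to 77.5% of the variance, treatment 69.1% to 78.6% and genotype 17.9% to 22.1%. The MHC class II medians were 1.28 to 1.59 after PBS and 0.68 to 1.02 after IL-4c. The cell cycle medians were 2.73 to 2.99 in Rα+/+ mice, 2.53 to 2.69 in Rα Td/Td mice, and -0.26 (without mouse 9, where fry called the fall) to -0.065 (without mouse 12) between genotypes after IL-4c. Leaving out mouse 1, 2, 3 or 4 leaves 1 mouse in its group, which is then assumed to vary like the mice of the other groups.

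Among single genes compared between genotypes after IL-4c, Fcgr2b (0.05 in the main setting) changed sign with centring (-0.14), with quantile normalization (-0.15), and without mouse 5 (-0.017), mouse 9 (-0.01) or mouse 10 (-0.00), and ranged up to 0.14 (without mouse 11). Quantile normalization also turned Arg1 (0.55), Chil3 (0.69), Chil4 (0.46) and Stat3 (-0.028). With single mice left out, Arg1 ranged from -0.17 (without mouse 12) to 0.015 (without mouse 11), and Rnase2a (-0.09 in the main setting) from -0.46 (without mouse 5) to 0.21 (without mouse 11), with a changed sign also without mouse 6 (0.14), 7 (0.07) or 12 (0.00). The cause was not tested. No named gene called in the main setting changed direction in the comparisons in which it was followed, and other genes were not followed. Across all alternatives, 9 of 27 named genes called for IL-4c in Rα+/+ mice kept their call, as did 18 of 24 in Rα Td/Td mice, 0 of 19 for the genotypes after PBS, 0 of 12 for the genotypes after IL-4c and 3 of 9 for the difference in response. Both counts of 0 were fixed by Welch's test with Benjamini-Hochberg adjustment, chosen after seeing the data, which called no gene between genotypes. Among settings with an adjusted p, that test alone removed the calls of Retnla in both genotype comparisons and of Dusp2 after IL-4c. For IL-4c in Rα+/+ mice, it alone removed those of Apoe and Dusp1. Without mouse 4, 33 of the 137 gene results lost their call, more than without any other mouse, and without mouse 9, 2 lost and 13 gained one.

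Depth limits genes with few counts, since fewer than 30 counts are not resolved and the lowest measurable value differed by mouse, from 30.5 to 56.3 normalized counts. Trimmed-mean normalization and a negative binomial test with housekeeping size factors, planned for raw counts, were not run. No paired analysis was possible because the mouse numbers are unique to each group.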

Differences from the paper's values

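The tests chosen only after the values were seen were the single floor for all mice and Welch's form of the t-test. The log2 fold change of Chil4 with IL-4c in Rα+/+ mice was 10.46, and the paper's is about 10 in Fig. 3C, read by eye. Among the alternatives set before the data were examined, it lay within the replicate SD of the paper's value with quantile normalization (9.79), with 10 added in place of 1 (10.16), without mouse 2 (10.05) and without mouse 7 (10.29). It did not with no filter, a mean above 100, centring, only the 2 groups compared, a trend and robust moderation, or without each other mouse. The single floor (9.97), chosen after seeing the values, also reached it, and it drops the calls of all 6 genes that were called here among 32 that the text describes as higher in Rα Td/Td mice.

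The vertical axis of the volcano plots, which the paper labels as the negative log of a false discovery rate (taken here as log10), held lower values than the adjusted p from limma for 4 genes. In Fig. 3C, read by eye, the paper's value is about 3.5 for Chil3, about 2.1 for Chil4 and about 3.7 for Retnla, and the values here were 8.76, 8.03 and 8.04. In Fig. 3F, read by eye, the paper's value for Dusp2 is about 2.7, and the value here was 6.24. Among the alternatives set before the data were examined, 3 came within 1.5 times of a paper's value. The fit of only the 2 groups did so for Chil3 (3.79) and Retnla (3.15), the unadjusted t-test for Chil3 (4.58) and Retnla (3.72), and the t-test with Benjamini-Hochberg adjustment for Chil3 (2.65), Chil4 (2.33) and Dusp2 (3.62). The other alternatives set then did not, for any of the 4. Welch's t-test without adjustment, chosen after seeing the values, gave 3.5, 2.17, 3.7 and 2.73 for the 4 genes, and it leaves uncalled 6 of the 32 genes that the text describes as higher in Rα Td/Td macrophages and 2 of 4 that it describes as lower. On that scale, an unadjusted p, Il1a (2.71), Rgs1 (2.42) and Cxcl13 (1.6) also match the plotted values, about 2.7, about 2.4 and about 1.6 in Fig. 3F, read by eye. With Benjamini-Hochberg adjustment Welch's test gave 0.57 for Dusp2, Il1a, Rgs1 and Cxcl13.

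The share of variance, as a fraction, was 0.0512 for the third principal component and 0.0220 for the fourth, where the paper's shares are about 0.1 and about 0.07 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, unit-variance scaling brought both within 1.5 times of the paper's (0.116 and 0.0505), and the others did not. The paper's plot also holds the sample that the study removed, which was not analysed here. The paper's methods include 309 of 734 genes after the limit of 30 counts. In the table, 445 of 754 genes had a mean above 30, and 309 was the number that did not.

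Of 32 genes that the text describes as higher in Rα Td/Td macrophages after IL-4c, 31 were higher and Bcl2 was lower (log2 fold change -0.32). For Fcgr2b (0.05) the direction depended on the scaling. Of 4 genes that it describes as lower, 2 were lower. The text gives Cebpa and Laptm5 as reduced, and here they were higher, with log2 fold changes of 0.76 and 0.33, neither of them called. Fig. 4A also plots Cebpa as higher, at about 0.75, read by eye. The paper states, for M2 signature genes and without naming a treatment, that the lack of RELMα left Arg1 unaffected. After IL-4c, Arg1 was not called here either (log2 fold change -0.11). After PBS, which the statement may not cover, it was called lower in Rα Td/Td macrophages (-2.17). That call was lost without mouse 2, 3, 4 or 10 and with quantile normalization.

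Of the genes that the text gives as different between genotypes after IL-4c, 26 of the 32 and 3 of the 4 were not called here. Some were called in other settings. Without mouse 9, Birc3 (0.65), C1qa (0.78), C1qb (0.42), C1qc (0.68), Cd74 (1.35), Ctss (0.59), Cxcl16 (1.5), H2-DMa (0.68) and Marco (2.65) were called, as was Cebpa (0.92), in the direction opposite to the text. Without mouse 11, Pdgfb (0.78) was called. Quantile normalization called Fn1 (0.68) and centring called Batf (-0.53). Fig. 3F also places Clic4, Stat3 and Dusp6 above its threshold line, none of which was called here. Clic4 was called with centring (-0.38) and with quantile normalization (-0.43), Dusp6 without mouse 10 (1.67), and all 3, like H2-DMb1 and Fcgr4 of Fig. 4A, by limma and both t-tests without adjustment. Fig. 3E places Anxa1 and Cd163 above its line after PBS, and here only the methods' t-test and Welch's t-test, both without adjustment, called them (-0.26 and -1.43). Without adjustment, limma called 29 of the 32 and 2 of the 4, the methods' t-test 28 and 2, and Welch's t-test, chosen after seeing the values, 26 and 2.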

Other observations

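The tests chosen only after the results were seen were the counts of splits for the MHC class II and cell cycle sets and the comparison of the MHC class II genes with the other markers of small peritoneal macrophages after PBS. The 12 genes called between genotypes after IL-4c were set against the 35 ways of dividing the 7 IL-4c-treated mice into 3 and 4, which fit 4 groups with the PBS-treated mice unchanged. As many or more genes were called in 2 of the 35, the real division included, so chance cannot be excluded as the source of that count. The other division set mice 10, 11 and 12 apart from mice 5, 6, 7 and 9, with 19 genes called. The MHC class II median was as high in 2 of the 35, and the cell cycle median between genotypes as far from 0 in 12 of the 35, so chance cannot be excluded for either.

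More genes were higher than lower in Rα Td/Td macrophages after IL-4c, 70.3% of those tested. Housekeeping normalization is a candidate explanation, since a lower level of the 4 housekeeping genes in 1 genotype would raise every other gene. Housekeeping counts per positive control count were lower in the IL-4c-treated Rα Td/Td lanes (2.47 to 2.86) than in the Rα+/+ lanes (2.93 to 4.10). That is the direction this explanation needs, and a difference between lanes or in RNA amount would give it too. After centring each mouse on its median gene, 46.3% were higher, and genes with an unadjusted p of 0.05 or less went from 84 higher and 13 lower to 35 higher and 47 lower. Of the 7 called rises, 3 stayed called after centring. Their median went from 0.97 to 0.79, and the smallest was 0.53, which argues against the normalization as the source of their whole size. A few genes also took more of the counts in IL-4c-treated Rα+/+ mice, where the 3 largest held 39.0% to 50.3%, against 21.6% to 33.8% in IL-4c-treated Rα Td/Td mice. Whether the general shift comes from the housekeeping genes or from the other genes cannot be told apart, because centring assumes that the median gene did not change.

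RNA from other cells was weighed for the MHC class II genes. Of the B cell list, 1 of 15 genes was tested, Ms4a1, which was at 105 and 226 normalized counts in PBS-treated Rα+/+ mice, at 192 and 242 in PBS-treated Rα Td/Td mice, and after IL-4c at the floor in all mice but mouse 12 (63.1). Its log2 fold change between genotypes was 0.49 (SE 0.46) after PBS and 0.26 (SE 0.35) after IL-4c, lower than the MHC class II medians of 1.43 and 0.82. RNA from B cells may still contribute, because 1 gene near the floor does not decide. For small peritoneal macrophages 3 of 12 genes were tested, with medians of 0.03 after PBS and 0.92 after IL-4c. Their mean log2 value differed by 0.02 after PBS and by 0.58 (SE 0.42) after IL-4c. After PBS the mean of the MHC class II genes rose apart from that of these markers by 1.25 (SE 0.36), 3.46 times its standard error. This does not exclude a larger share of small peritoneal macrophages as the whole source there. The difference of the 3 markers had an SE of 0.55, and whether they rise with such a share as much as the MHC class II genes was not tested. After IL-4c such a share and a change within the macrophages cannot be told apart, because the difference of the markers is within their spread. The large peritoneal macrophage list (5 of 15 tested) had medians of 0.17 and 0.07, and the neutrophil or monocyte list (4 of 13 tested) of -0.19 and 0.12. None of the genes tested on these lists was called between genotypes in either treatment. No gene of the T cell list (11) or the eosinophil list (8) was tested. MHC class II expression that differs with genotype inside the macrophages stays open and was not tested.

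Of the 79 genes whose mean over all IL-4c-treated mice was lower than over all PBS-treated mice by more than 1 on the log2 scale, 86.1% were higher in Rα Td/Td than in Rα+/+ macrophages after IL-4c. A weaker IL-4c response in Rα Td/Td mice is a candidate explanation, under which induced genes would also be lower there. The median genotype difference over the suppressed genes was 0.33, higher than in any other of the 35 divisions of the mice (exact one-sided permutation p = 0.0286, the smallest possible). Over the 34 genes induced by more than 1, without Retnla, it was -0.12, as low in 5 of the 35 (exact one-sided permutation p = 0.143). With the response taken from a pair of the Rα+/+ mice and the genotype difference from the third, the mean slope of the difference on the response was -0.25 among suppressed and -0.0475 among induced genes. Against the Rα+/+ mice, the suppressed genes differed by medians of 0.09, 0.12, 0.58 and 0.72 in mice 9, 10, 11 and 12, and the induced genes by 0.04, 0.04, -0.36 and -0.32. A weaker response to IL-4c and an effect on suppressed genes alone cannot be told apart, because the induced genes differ between the Rα Td/Td mice. Unequal exposure to the injected IL-4c is a technical form of the same explanation, which these values do not separate from genotype.

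The paper relates the low Dusp2 to enhanced proliferation, for which its evidence is Ki67 staining by flow cytometry and cell numbers. It reports more Ki67-positive large and small peritoneal macrophages in IL-4c-treated Rα Td/Td mice. RNA of sorted macrophages, which does not separate these subsets, is a different measure and does not test that result. The 5 cell cycle genes measured were each slightly lower in Rα Td/Td macrophages after IL-4c, with a median log2 fold change of -0.12. The median was -0.31 with centring and -0.35 with quantile normalization, and fry called none of these falls.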
